# Stem Cells from a Female Rat Model of Type 2 Diabetes/Obesity and Stress Urinary Incontinence Are Damaged by In Vitro Exposure to its Dyslipidemic Serum, Predicting Inadequate Repair Capacity In Vivo

**DOI:** 10.3390/ijms20164044

**Published:** 2019-08-19

**Authors:** Istvan Kovanecz, Robert Gelfand, Guiting Lin, Sheila Sharifzad, Alec Ohanian, Randy Ricks, Tom Lue, Nestor F. Gonzalez-Cadavid

**Keywords:** dyslipidemia, muscle-derived stem cells, fat infiltration, apoptosis, wound closure, microRNA, myostatin, interleukin-6

## Abstract

Female stress urinary incontinence (FSUI) is prevalent in women with type 2 diabetes/obesity (T2D/O), and treatment is not optimal. Autograph stem cell therapy surprisingly has poor efficacy. In the male rat model of T2D/O, it was demonstrated that epigenetic changes, triggered by long-term exposure to the dyslipidemic milieu, led to abnormal global transcriptional signatures (GTS) of genes and microRNAs (miR), and impaired the repair capacity of muscle-derived stem cells (MDSC). This was mimicked in vitro by treatment of MDSC with dyslipidemic serum or lipid factors. The current study aimed to predict whether these changes also occur in stem cells from female 12 weeks old T2D/O rats, a model of FSUI. MDSCs from T2D/O (ZF4-SC) and normal female rats (ZL4-SC) were treated in vitro with either dyslipidemic serum (ZFS) from late T2D/O 24 weeks old female Zucker fatty (ZF) rats, or normal serum (ZLS) from 24 weeks old female Zucker lean (ZL) rats, for 4 days and subjected to assays for fat deposition, apoptosis, scratch closing, myostatin, interleukin-6, and miR-GTS. The dyslipidemic ZFS affected both female stem cells more severely than in the male MDSC, with some gender-specific differences in miR-GTS. The changes in miR-GTS and myostatin/interleukin-6 balance may predict in vivo noxious effects of the T2D/O milieu that might impair autograft stem cell (SC) therapy for FSUI, but this requires future studies.

## 1. Introduction

Female stress urinary incontinence (FSUI) is in women the most prevalent form of incontinence, well above overactive bladder or overflow incontinence, affecting over 200 million women worldwide [1,2]. It occurs mainly in postmenopausal women, during pregnancy, childbirth, and low estrogen level, severely impairing their quality of life [3]. Despite the earlier emphasis on the role of fascia weakness or pelvic muscle sarcopenia/dysfunction in FSUI [4,5], now it is widely accepted that a bladder urethral sphincter dystrophy/dysfunction may be the primary cause. It is also well established that SUI prevalence is predominant in patients with type 2 diabetes (T2D) and especially with obesity (T2D/O) [6,7]. Physio-therapeutic/medical treatments are not optimal, and surgical treatments are limited to certain patients [8].

Therefore, stem cell therapy that is particularly targeting the urethral sphincter has emerged for repairing both the striated muscle in the external sphincter and surrounding the internal sphincter, and the smooth muscle inside the internal sphincter [9]. Early failures were mainly due to inadequate implanted cells and even to questionable clinical trials that were retracted [10]. Recent clinical trials are ongoing, particularly using muscle-derived stem cells (MDSC), adipose-derived stem cells, and mesenchymal stem cells [11,12,13].

The translational basic science underlying these trials has been hampered by not very effective animal models of FSUI associated with T2D/O [14], although results are promising for MDSC therapy [15,16,17]. However, they utilize stem cells from non-T2D/O animals, while in human therapy, mostly autografts are used, of stem cells exposed long-term to the same milieu that damaged the target sphincter and that presumably would impair their tissue repair capacity. Our group has shown this with MDSC from long-term T2D/O animals (LD-MDSC), the aged Zucker fatty (ZF) male rats, exhibiting erectile dysfunction and severe dyslipidemia. When LD-MDSC were implanted into the penile corpora cavernosa, they failed to repair the erectile dysfunction and the underlying corporal fibrosis, in contrast to the MDSC from young animals with mild early T2D/O (ED-MDSC) that were effective [18].

The male LD-MDSCs were imprinted in vivo by a noxious global gene transcriptional signature (gene-GTS), accompanied by alterations in the GTS of microRNAs (miR-GTS) [19]. These changes were reproduced in vitro on ED-MDSC by short-term incubation with up to 5% of severely dyslipidemic serum, or lipid factors, but not by high glucose, and were associated with fat infiltration, apoptosis, and over-expression of the striated muscle mass inhibitor/pro-lipofibrotic agent, myostatin [18], also present in the corporal smooth muscle [20]. This suggested the use of in vitro incubations of MDSC to detect changes by dyslipidemia and predict whether MDSC may be impaired in vivo by long-term exposure to the T2D/O milieu, and thus possibly affect autograft stem cell therapy in the donor/receptor patient with T2D/O. 

In the current work, we aimed to study whether the in vitro induced stem cell damage by the dyslipidemic serum is gender-independent, i.e., it occurs in MDSC from a female rat model counterpart with T2D/O-FSUI [21], and may predict for further studies in women with FSUI whether (1) dyslipidemia impairs in vivo the endogenous in situ tissue repair of pelvic muscle or urethral sphincter dystrophies and the FSUI stem cell therapy with MDSC autografts implanted on those targets; (2) the miR-GTS may serve as biomarkers of stem cell damage and hence of their tissue repair capacity.

## 2. Results

### 2.1. miR-GTS showed Key Differences Between the Female and Male MDSC, and Between the Female MDSC from T2D/O and Normal Rats, Suggesting that miR-GTS might be MDSC Identity Biomarkers

Twelve weeks old female Zucker Fatty (ZF) rats (ZUC-FA/FA; Crl:ZUC-Lepr^fa^ 185), their Zucker Lean (ZL) counterparts (ZUC-LEAN; Crl:ZUC-Lepr^fa^186) of the same strain used for the study on male rats [18,19] were used here for the isolation of the female stem cells. The young rats’ age was intended to isolate stem cells that were as healthy as possible so that they could be tested in culture for damage caused by exposure to dyslipidemic serum from older rats.

The ZF male rats are a model of metabolic syndrome, starting around 3–4 months of age to evolve into frank T2D/O with moderate hyperglycemia and morbid obesity, associated with erectile dysfunction, diabetic nephropathy, and arteriosclerosis [18,19,22,23,24]. In contrast, in the female rats, the hyperglycemia and obesity are not initially present, and later on, are much less marked than in the males. The glycemia in the female rats was 104 mg/dl without visible serum hyperlipidemia at 12 weeks of age, staying at 111 mg/dl (93 mg/dl in ZL), but with intense turbidity due to hyperlipidemia at 24 weeks of age. This female rat model has been associated with FSUI denoted by symptoms that were detected at 12 weeks of age [25] and also at 16 weeks of age [21].

The female MDSCs used in this work are different from the male ones we previously reported from the strains mentioned above [18,19] in the following aspects: 1) the female MDSC originated from the pelvic floor levator ani muscle, not from the gastrocnemius; 2) they were not isolated by the pre-plating Sca-1 selection we described for Sca1+/CD34+ MDSC [18,19], but with a multiple selections ending in Sca1-/CD34+/CD45-/CD11b-/CD31-cells [26]. We named these female MDSC (to differentiate them from the male MDSC) as 1) ZF4-SC: from the ZF rats at 12 weeks of age, and 2) ZL4-SC: from the age-matched ZL rats. Similarly, the female rats’ sera are: 1) ZFS: turbid serum from the ZF rats at 22 weeks of age, and 2) ZLS: clear serum isolated from the ZL age-matched rats

Our previous reports showed that miR-GTS in the male MDSC were altered by in vivo exposure to the T2D/O milieu, or in vitro to the dyslipidemic serum and lipid factors [18,19], and acted as stem cell damage biomarkers. 

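Small RNA of the untreated stem cells (C) was sequenced for 5 kinds of MDSC. ZF4-SC-C and ZL4-SC-C, from the levator ani of female rats 12 weeks old, had 6492161 and 7701141 reads assigned to miRs, in the sequencing run that also held their serum-treated cells (the serum run). A second ZF4-SC-C library belonged to a later run with lipid-treated ZF4-SC (the lipid run) and had 4395515 reads. Among the male cells, ED-MDSC-C and LD-MDSC-C, from rats of 12 and 32 weeks, had 3840523 and 1845549 reads in a run of male cells only. Another male library is labelled as non-diabetic and is called ND-MDSC-C here. It had 7596708 reads in the serum run. The authors had the reads counted by Norgen Biotek for the miRs of miRBase Release 18.0, and deposited whole-number read counts for 792 entries, which were used here with no further filter on the reads. Each count was divided by the total of its library, as in the paper, and stem cells were compared as the ratio of these values. The thresholds of 0.54 and 1.95 are those in the notes of Table 1. No condition apart from ZF4-SC-C has a second library here, so a ratio carries an exact (Clopper-Pearson) 95% interval for its 2 counts, and a share its Wilson interval. These intervals cover counting error only, since reads without molecular identifiers are not independent molecules, and a ratio of single libraries was not tested between cultures unless a passage gives a test. A few miRs take most of the reads, so each ratio was also computed on TMM effective library sizes, which centre the bulk of the miRs. Median ratios of lists of related miRs are given with their percentile among 10000 random lists of the same size and of similar abundance. These percentiles treat the members of a list as independent, which miRs of a shared transcript are not. Counts of miRs beyond 2-fold cover those with a mean of at least 100 reads in the pair.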

We have now determined first whether miR-GTS show key differences between the female and male MDSC and then between the female MDSC from T2D/O and normal rats, thus acting as stem cell identity biomarkers.

To facilitate comparisons among male and female MDSC, the miR-GTS are presented in Table 1 as per thousand miR compositions in all MDSC without treatment (C) and compared them to each other to determine differences among themselves. The legend is at the table bottom.

Remarkably, just three miRs (miR-143-3p, miR-99b-5p, miR-10a-5p) made 60.5% of the total miRs, and them together with the next 12 miRs reached 87.3% of the total 47 selected miRs, i.e., were representative of the respective miR-GTS for ZF4-SC-C. When these top 15 were compared as ratios to the male ED-MDSC-C values, four in the ZF4-SC were > 2 (miR-143-3p; miR-125a-5p; miR-221-5p; miR-222-3p) and two were < 0.5 (miR-100-5p and miR-100-5p). 

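The most abundant miR of ZF4-SC-C was miR-143-3p, which promotes the contractile phenotype of smooth muscle, at 273.5 per 1000 miR reads (95% interval 273.2 to 273.9). It was followed by miR-99b-5p, of a family that targets mTOR, at 204.8 (204.5 to 205.1), and by miR-10a-5p, which lies in a Hox gene cluster, at 128.0 (127.8 to 128.3). These 3 miRs held 60.6% of all miR reads (60.6 to 60.7), and the 15 most abundant miRs held 87.5% (87.4 to 87.5). In the second ZF4-SC-C library the same 3 miRs led, with 63.4%. Set against ED-MDSC-C, 6 of these 15 miRs had a ratio above 2, with miR-10a-5p at 22.3 (22.0 to 22.6) and miR-222-3p, which restrains the cell-cycle inhibitor p27, at 7.63 (7.42 to 7.84). The others were miR-10b-5p (5.46), miR-125a-5p (3.48), miR-221-5p (2.33) and miR-99a-5p (2.30). The ratio was below 0.5 for miR-21-5p, a miR of fibrosis and cell survival, at 0.281 (0.280 to 0.282), and for miR-100-5p at 0.373 (0.372 to 0.375). The ratio of miR-143-3p was 1.72 (1.71 to 1.73). Set against ND-MDSC-C, a reference added after the data were seen, 4 of the 15 miRs were above 2. They were miR-222-3p at 10.8, miR-221-5p at 3.24, miR-125a-5p at 2.65 and miR-143-3p at 2.25, whereas miR-100-5p alone was below 0.5, at 0.370. The paper's ratios over ED-MDSC-C were within 5% of those over ND-MDSC-C for 46 of 46 miRs of Table 1. Over the library labelled ED-MDSC-C this held for 4 of 46. The paper's ratios thus match the library deposited as non-diabetic, and why the names differ is not known. In the second ZF4-SC-C library miR-221-5p and miR-222-3p stood at 0.155 and 0.165 times their value in the first.

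**Figure D1:**
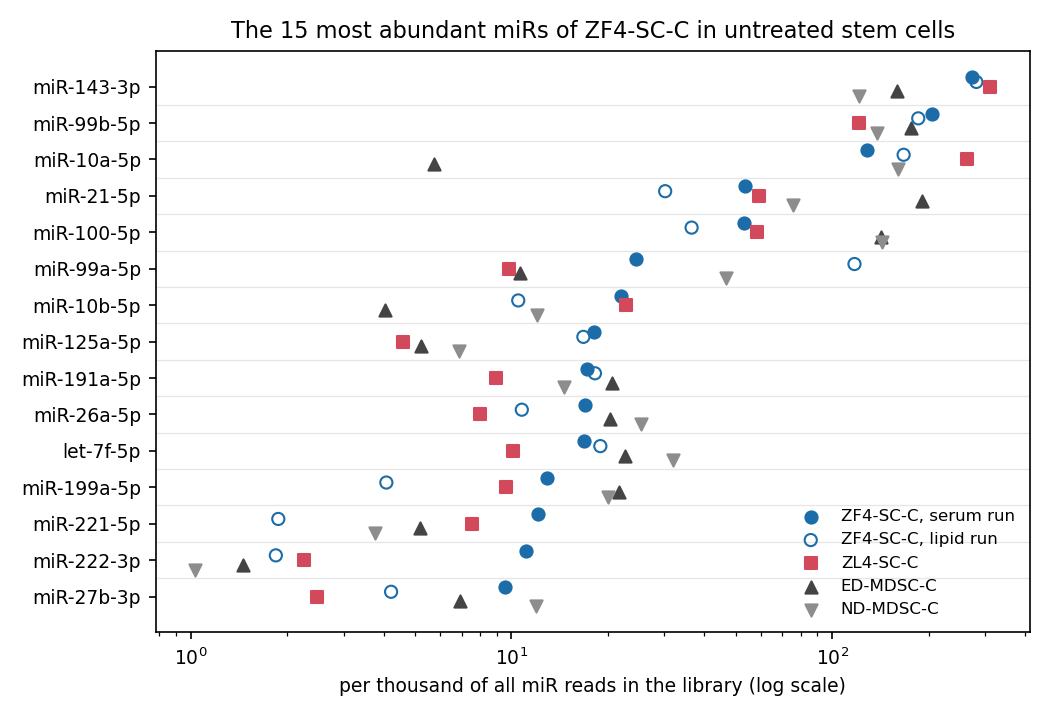
Values per 1000 miR reads (log axis) of the 15 most abundant miRs of ZF4-SC-C in 5 untreated libraries, each point a single library. miR-10a-5p stands at 5.75 in ED-MDSC-C against 128 in ZF4-SC-C, 263 in ZL4-SC-C and 161 in ND-MDSC-C.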

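Untreated ZF4-SC held far fewer reads than male ED-MDSC of miRs of inflammatory signaling. miR-146a-5p, which targets the NF-kB adaptors TRAF6 and IRAK1, had 25 reads against 18773, a ratio of 0.0008 (0.0005 to 0.0012), and its paralog miR-146b-5p had a ratio of 0.119 (0.118 to 0.121). All 6 measured miRs of the inflammation list were lower, with a median ratio of 0.149 (percentile 0.02). Blood-cell miRs, such as the erythroid miR-451-5p at 0.0517, had a median of 0.122 (6 of 6 lower; percentile 0.30), and the proliferation-linked miR-17/miR-92 family 0.326 (9 of 9 lower; percentile 1.68). Higher in ZF4-SC were all 10 measured miRs of the imprinted Dlk1-Dio3 cluster (median 3.62; percentile 99.9), such as miR-409a-5p at 3.77, all 4 of the miR-221/miR-222 cluster (median 2.65; percentile 98.9) and 5 of 6 of the miR-10/miR-99/miR-125 family (median 2.83; percentile 95.9). The fibrosis list had a median of 0.508 (6 of 6 lower; percentile 7.27). Of the 46 miRs listed in Table 1, 11 lay under 0.54 and 10 above 1.95. Among 157 miRs, 55 were at least 2-fold lower and 26 at least 2-fold higher. Effective library sizes raised every ratio by 0.50 on the log2 scale, and the counts were then 34 and 33, with 1 of the 6 blood-cell miRs above 1. With no rescaling, 2 of the miR-17/miR-92 family and 1 of the fibrosis list were above 1 as well. Against ND-MDSC-C, of the same run and added after the data were seen, the blood-cell miRs were not lower as a set. miR-451-5p had 53 reads in ZF4-SC-C against 34, and miR-144-3p, miR-486, miR-142-5p and miR-150-5p were higher too. Only miR-144-5p and miR-223-3p, at 0 in ZF4-SC-C, were lower. miR-92a-3p of the miR-17/miR-92 family went from 0.424 to 2.42, while miR-146b-5p stayed below 0.5. The low blood-cell ratios to ED-MDSC-C thus did not recur within the run. The second ZF4-SC-C library, of another run, held the Dlk1-Dio3 list at 0.0808 and the miR-221/miR-222 list at 0.194 times the first, a larger difference than that of the first from ED-MDSC-C, and run and stem cell cannot be told apart in the ratios to ED-MDSC-C.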

There was a considerable difference between the non-dyslipidemia exposed female ZF4-SC and male ED-MDSC that might be due to gender, the striated muscle of origin, or the isolation procedure of the MDSC.

These differences remained on comparing ZL4-SC-C with ED-MDSC-C, including the highest expressed miR-143-3p (except for one miR), with three new added. In turn, a comparison of the two non-exposed female stem cells (ZF4-SC-C/ZL4-SC-C ratios) showed some key differences, particularly predominantly higher ratios in the ZL4-SC. 

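In untreated ZL4-SC, as in ZF4-SC, the Hox-linked miRs were far above male ED-MDSC-C, with miR-10a-5p at a ratio of 45.8 (45.2 to 46.4) and miR-10b-5p at 5.64 (5.55 to 5.74). The smooth muscle miR-143-3p was at 1.95 (1.95 to 1.96) and its passenger strand miR-143-5p at 2.41, and all 4 measured miRs of the miR-143/miR-145 list were higher (median 1.66; percentile 97.2). miR-146a-5p was at 0.0004 and miR-146b-5p at 0.0568, within an inflammation list in which 6 of 6 were lower (median 0.0995; percentile 0.04). miR-21-5p was at 0.310 and miR-199a-5p, a miR of the DNM3os locus active in fibrosis, at 0.444. Of the Table 1 miRs, 24 lay under 0.54 and 5 above 1.95, miR-7a-5p among them at 2.63. A single miR, miR-10a-5p, made 26.3% of the reads of ZL4-SC-C, and effective library sizes raised every ratio by 1.29 on the log2 scale. On that scale 5 lay under 0.54 and 19 above 1.95, miR-143-3p was at 4.79, and miR-100-5p and miR-199a-5p turned from lower to 1.01 and 1.09, as did 1 of the 6 inflammation miRs, miR-155-5p, from 0.464 to 1.14. Against ND-MDSC-C, 16 lay under and 8 above the thresholds, with miR-143-3p at 2.56, miR-222-3p at 2.18 and miR-221-5p at 2.02, but miR-10a-5p and miR-10b-5p passed neither, at 1.64 and 1.89, and in ZF4-SC they were at 0.798 and 1.83.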

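Between the untreated female stem cells, 36 of the 46 miRs of Table 1 had a ZF4-SC-C/ZL4-SC-C ratio above 1. The largest among them was miR-222-3p at 4.93 (4.85 to 5.02), followed by miR-125a-5p, which targets Lin28, at 3.95, by miR-27b-3p, which restrains the adipogenic factor PPARG, at 3.87, and by miR-351-5p at 3.83. Higher in ZL4-SC-C were miR-10a-5p, with a ratio of 0.486 (0.485 to 0.487), and miR-7a-5p at 0.447 (0.436 to 0.458). In all, 14 ratios lay above 1.95 and 2 under 0.54. Beyond Table 1, the neuronal miR-9a-5p had 15 reads in ZF4-SC-C and 1232 in ZL4-SC-C, a ratio of 0.0144 (0.0081 to 0.0239), and miR-293-5p, of a cluster expressed in pluripotent stem cells, was at 0.0234, while miR-672-5p was at 10.8 and miR-224-5p at 9.06. Among 153 miRs, 48 were at least 2-fold higher and 9 at least 2-fold lower in ZF4-SC-C. Effective library sizes lowered every ratio by 0.78 on the log2 scale. On that scale, 4 miRs of Table 1 lay above 1.95 and 7 under 0.54, miR-143-3p was at 0.512, and miR-99b-5p turned from 1.68 to 0.979.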

The ZF4-SC appeared different from the ZL4-SC, as expected, because one was from the genetically diabetic ZF strain (the Lepr^fa^ 185), and the other was from its related non-diabetic ZL strain (the Lepr^fa(+/-?)^186). 

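Groups of miRs that share a transcript differed together between ZF4-SC-C and ZL4-SC-C. All 4 miRs of the X-linked miR-221/miR-222 cluster were higher in ZF4-SC-C, with a median ratio of 3.53 (percentile 99.3), which included miR-222-5p at 5.77 and miR-221-3p at 2.52. All 8 measured miRs of the miR-322/miR-503 cluster, which slows the cell cycle during muscle differentiation, were higher as well, with a median of 2.46 (percentile 96.0), and miR-322-5p stood at 2.70 (1.81 to 4.12). Lower than most other miRs were the miR-17/miR-92 family, at a median of 1.02 (percentile 3.12), and the 12 myostatin-related miRs of Table 2, at 1.15 (percentile 4.27). With effective library sizes 3 of the 4 miRs of the miR-221/miR-222 cluster (median 2.05) and 6 of the 8 of the miR-322/miR-503 cluster (1.43) were still above 1, while the medians of the miR-17/miR-92 family and of Table 2 came to 0.590 and 0.667. With the second ZF4-SC-C library, miR-222-3p turned to 0.817 times ZL4-SC-C. Each strain gave 1 stem cell, so strain and cell line cannot be told apart here. From the strains of origin, the diabetic ZF rat with its leptin receptor mutation and the related ZL rat, the paper reasons that the 2 stem cells should differ.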

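Over 157 miRs with a mean of at least 100 reads in the untreated libraries, ZF4-SC-C ranked its miRs closest to ZL4-SC-C (Spearman's rho across miRs 0.933) and to the second ZF4-SC-C library (0.931), next to ND-MDSC-C (0.901) and ED-MDSC-C (0.868), and farthest from LD-MDSC-C (0.863). Several abundant miRs differed between the 2 ZF4-SC-C libraries nonetheless. miR-99a-5p stood at 24.6 per 1000 in the first and 117 in the second, and miR-221-5p at 12.1 and 1.88, while miR-125a-5p was at 18.1 and 16.8. In number, 56 of the 157 miRs were at least 2-fold apart between the 2 libraries of ZF4-SC-C, 58 between ZF4-SC-C and ZL4-SC-C, 82 between ZF4-SC-C and ED-MDSC-C, and over 100 between ZL4-SC-C and ED-MDSC-C. After centring each difference on its median, these numbers were 54, 39, 68 and 63. Between ZF4-SC-C and LD-MDSC-C the number was 52, or 47 after centring, and between ZF4-SC-C and ND-MDSC-C 58, or 57. LD-MDSC-C was thus farthest by rank correlation but not by these numbers, so the order depends on the measure. On the centred scale the 2 female stem cells of 1 run were closer than the 2 libraries of ZF4-SC-C from separate runs. miRs are not independent replicates, and this comparison was chosen after the data were seen.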

Altogether, this suggested that miR-GTS might be identity biomarkers in the non-exposed MDSC.

### 2.2. The Female ZF4-SC miR-GTS for Myostatin-Related miRs and some Unrelated miRs were Affected by in vitro Exposure to Dyslipidemic Serum Similarly to the Reported Male ED-MDSC miRs, but the ZL4-SC Were Less Sensitive.

To assess whether the in vitro response of the female ZF4-SC and ZL4-SC to dyslipidemia was equivalent to the one in vitro (and also in vivo to T2D/O) of the male ED-MDSC, we investigated here the female MDSC reaction to the highly turbid dyslipidemic ZFS from the 24 weeks old ZF female rats. They had mild hyperglycemia and were already obese (578 g bodyweight vs. 263 g in the ZL rats). 

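ZF4-SC and ZL4-SC were cultured for 4 days with 5% ZFS, 5% ZLS or no rat serum, and 1 small RNA library was made of each. ZF4-SC had 8218113 reads assigned to miRs with ZFS and 6551400 with ZLS, and ZL4-SC had 7428582 and 7033153. The libraries without rat serum were the untreated ones above. All of them came from the serum run, so each ratio of treated to untreated cells stays within a run. The authors counted the reads as for the untreated cells and gave ratios of values per 10000000 reads. Here the ratios were taken of the deposited counts per library total. Effective library sizes moved every ratio by 0.42 on the log2 scale for ZFS and by -0.21 for ZLS in ZF4-SC, and by -0.34 and -0.11 in ZL4-SC. In place of the missing replicates, the spread between the only duplicated conditions of the series was used in a test. These were the 2 ZF4-SC-C libraries, of different runs, and 2 libraries with cyclodextrin in the lipid run. Nothing says whether either pair came from separate cultures. The quasi-likelihood test of edgeR was fitted to the female libraries with this pooled spread, for miRs with a mean of at least 10 reads, and an adjusted p under 0.05 was required. In this test C of ZF4-SC was both of its untreated libraries, so that contrast, unlike the ratios, does not stay within a run. The treatment was also tested with the stem cells as replicates, each paired with its own control, for serum of fatty (OZ) rats in 4 stem cells and of lean (LZ) rats in 3. The sera of ED-MDSC came from male rats and those of ZF4-SC and ZL4-SC from female rats. Serum donors thus change together with the stem cell in these tests.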

The ZLS from the age-matched non-T2D/O female ZL rats was used as a reference.

We had reported that the lipofibrotic and muscle mass inhibitor, myostatin, was overexpressed in male MDSC undergoing in vivo damage by T2D/O [19] and in vitro by dyslipidemic serum [18], in concordance with down-regulation of miRs that counteract myostatin expression in vivo. Therefore, we tabulated, as a reference in Table 2 (second column), 12 of the down-regulated myostatin-related miRs, previously reported for the male MDSC in vivo, as LD-MDSC/ED-MDSC ratios (LD/ED) (legend at the table bottom) This was done to compare the in vivo effects of the T2D/O milieu on the male MDSC with the in vitro changes induced by the dyslipidemic serum on the female MDSC (remaining five columns). 

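In the male stem cells taken at the late stage of diabetes, most miRs of Tables 2 and 3 were below their value at the early stage. Among the myostatin-related miRs, miR-132-3p, induced by CREB, had an LD-MDSC-C/ED-MDSC-C ratio of 0.0495 (0.0319 to 0.0735), miR-101b-3p, which targets the histone methyltransferase EZH2, 0.188 (0.162 to 0.218) and miR-21-5p 0.321 (0.319 to 0.322). All 12 were below 1 and 6 lay under 0.54, among which were miR-214-3p at 0.430, miR-29a-3p at 0.474 and miR-199a-3p at 0.485. miR-199a-5p was at 0.563. Among the 20 miRs of Table 3, 17 were below 1 and 12 lay under 0.54, such as miR-10a-5p at 0.189 and miR-99b-5p at 0.485. Above 1.95 were miR-99a-5p at 5.06, miR-10b-5p at 4.19 and miR-10b-3p at 8.68 (6.68 to 11.4). The median of the 32 ratios was 0.485. Other groups differed too. The inflammation list had a median of 0.116 (6 of 6 lower; percentile 0.01), while the miR-143/miR-145 list stood at 2.84 (4 of 4 higher; percentile 98.6), with miR-143-3p going from 15.9% to 48.0% of the reads. These libraries were single cultures in the male run, counted and scaled as for the untreated cells above. The paper chose both sets by LD-MDSC/ED-MDSC ratios reported before, and it does not state whether those came from these libraries. Its LD/ED ratios lay within 1.5 times of the unrescaled ones here for 12 of 12 miRs of Table 2 and 15 of 20 of Table 3. The many ratios below 1 may thus follow from that choice and are no separate evidence. Effective library sizes raised every ratio by 0.25 on the log2 scale, and the median was then 0.576, with miR-23a-3p of Table 2 turning from 0.951 to 1.13. With no rescaling the median was 0.233 and 3 of the 4 miRs of the miR-143/miR-145 list were above 1.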

The in vivo male LD/ED values were organized in decreasing order of the in vitro expression values in the ZF4-SC-C. The same order was maintained with all ratios for the female MDSC treated by the rat sera versus their control without addition.

Remarkably, seven miRs, including the two most expressed ones (miR-21-5p and miR-199-5p), were down-regulated by 5% ZFS addition, but not changed by similar ZLS addition. Likewise, none of these 12 miRs was changed in the ZL4-SC by ZLS addition, or even by ZFS addition. 

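With ZFS, ZF4-SC held fewer reads of 9 of the 12 myostatin-related miRs of Table 2. The lowest ratio to the untreated cells was that of miR-199a-5p, at 0.428 (0.423 to 0.432), followed by miR-30e-5p at 0.455 (0.440 to 0.471), by miR-214-3p, which shares a transcript with miR-199a, at 0.478 (0.455 to 0.502) and by miR-101b-3p at 0.517 (0.461 to 0.579). These 4 lay under 0.54. miR-21-5p, the most abundant of the 12, was at 0.5405 (0.538 to 0.543). Next came miR-199a-3p at 0.568, miR-181a-5p at 0.569, miR-29a-3p at 0.621 and miR-132-3p at 0.714, and the highest was miR-23a-3p at 1.15. The median of the list was 0.569 (percentile 5.78). With ZLS, none of the 12 lay under 0.54 and none above 1.95. Their ratios ran from 0.861 for miR-199a-5p to 1.27 for miR-29a-3p, with miR-21-5p at 1.18. On effective library sizes none of the 12 lay under 0.54 with ZFS, with miR-199a-5p at 0.571 and miR-21-5p at 0.722. Against the second ZF4-SC-C library, 1 of the 12 lay under 0.54 and miR-199a-5p turned to 1.36, since that untreated library held miR-199a-5p at 0.315 and miR-21-5p at 0.564 times the first.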

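In ZL4-SC, none of the 12 myostatin-related miRs lay under 0.54 or lay above 1.95 with either serum. With ZFS, the lowest ratio was that of miR-30e-5p at 0.673 (0.651 to 0.697), and miR-21-5p was at 0.736 (0.732 to 0.739) and miR-199a-5p at 0.922 (0.912 to 0.931). The highest were miR-29a-3p, which represses collagen genes, at 1.93 (1.82 to 2.05) and miR-181a-5p at 1.78. As a list the 12 had a median of 1.11 (percentile 18.3), with 5 of 12 lower. With ZLS they ran from 0.860 to 1.21, with miR-21-5p at 1.12 and miR-199a-5p at 0.964. On effective library sizes miR-30e-5p with ZFS came to 0.533, under the threshold, and miR-21-5p to 0.582.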

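miR-21-5p, which promotes survival and fibrosis, made 53.5 per 1000 of the miR reads of untreated ZF4-SC (53.3 to 53.7) and 59.0 of untreated ZL4-SC (58.9 to 59.2). miR-199a-5p made 12.9 (12.8 to 13.0) and 9.60 (9.53 to 9.66). The ZF4-SC-C/ZL4-SC-C ratio was 0.907 for miR-21-5p and 1.35 for miR-199a-5p. In the second ZF4-SC-C library, the values were 30.2 and 4.08. The difference between the stem cells in the effect of ZFS on a miR was tested in edgeR as the interaction, with the pooled spread. None of 261 miRs, the 2 named ones included, had an adjusted p under 0.05, with 1 miR at an unadjusted p under 0.05. DESeq2 gave 0 calls too and 1 miR at the unadjusted level. Without ZF4-SC-C replicate 1 there were 2 calls, miR-99a-5p and miR-486, but the untreated ZF4-SC library left is then of another run than the ZFS library. On data simulated with a common spread for all miRs, the interaction test called 6 of 26 miRs with a 16-fold difference and 1 of 26 with a 4-fold one.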

Interestingly, both miR-21-5p and miR 199-5p values per thousand presented in Table 1 were approximately similar in the untreated ZF4-SC and ZL4-SC controls but responded differently to the treatment.

A similar tabulation of the remainder non-myostatin related miRs that had been changed >2, up or down in the reference male LD/ED ratios, is presented in Table 3 (legend at the table bottom), where eight out the 20 miRs down-regulated in the male stem cells by T2/O were also down-regulated in vitro in the female ZF4-SC by ZFS (none by ZLS), like in Table 2. 

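Of the 20 miRs of Table 3, 17 had fewer reads in ZF4-SC with ZFS than without, and 7 had a ratio under 0.54. The lowest were miR-342-3p, at 0.230 (0.221 to 0.239), and the related miR-148a-3p and miR-152-3p, which target DNA methyltransferase 1, at 0.282 (0.276 to 0.287) and 0.437 (0.428 to 0.446). The others were miR-10b-5p, miR-362-5p at 0.373, miR-99a-5p at 0.385 and miR-148b-3p at 0.538 (0.526 to 0.550). The highest of the 20 was miR-31a-5p at 1.47, and the median was 0.638 (percentile 19.5). With ZLS no ratio passed either threshold, and they ran from 0.785 to 1.57, with miR-342-3p at 0.998. On effective library sizes 14 of the 20 were below 1 and 5 under 0.54 with ZFS, with let-7i-5p, miR-212-5p and let-7f-5p turning to 1.20, 1.22 and 1.24. Against the second ZF4-SC-C library there were 3, and miR-148b-3p turned to 1.24, as that library held it at 0.432 times the first.

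**Figure D2:**
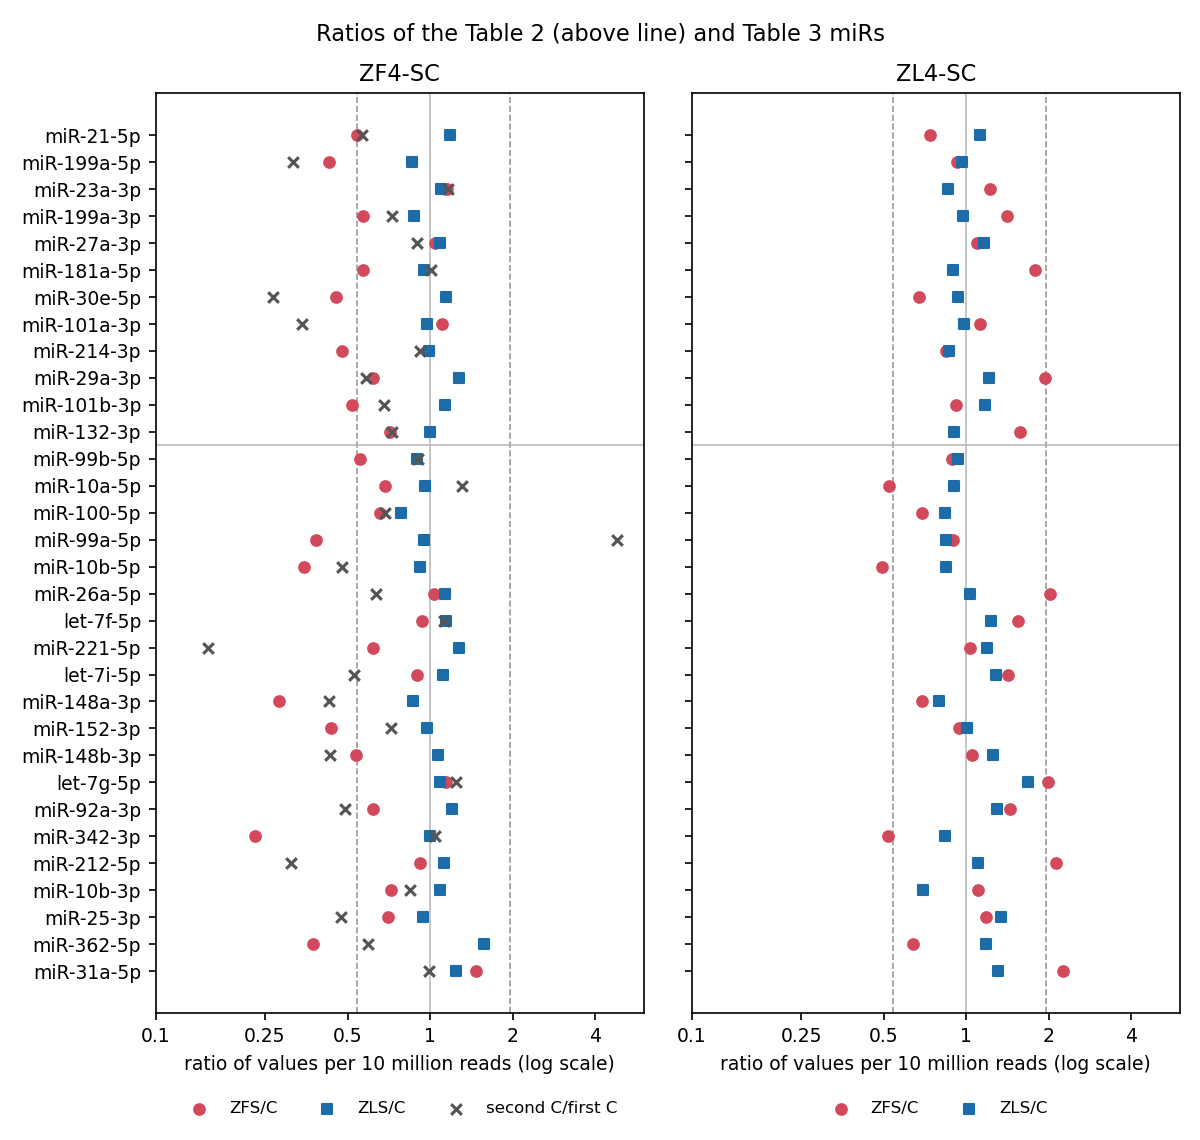
Ratios to untreated cells (log axis) with ZFS and with ZLS for the miRs of Table 2 (above the line) and of Table 3 (below it) in ZF4-SC and ZL4-SC, with the ratio of the second to the first ZF4-SC-C library, and dashed lines at 0.54 and 1.95. In ZF4-SC, 11 of the 32 ratios with ZFS lie under 0.54, against 3 in ZL4-SC and 0 with ZLS in either. On effective library sizes, which are not drawn, as many ratios with ZFS lie under 0.54 in ZL4-SC as in ZF4-SC.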

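miR-99b-5p, of the mTOR-targeting miR-99/miR-100 family, and miR-10b-5p, encoded in the HoxD cluster, ranked second and seventh among the miRs of untreated ZF4-SC, the latter with 22.0 per 1000. With ZFS, miR-99b-5p had a ratio of 0.554 (0.552 to 0.555) and miR-10b-5p of 0.346 (0.343 to 0.349). miR-10a-5p, the third most abundant, was at 0.687. With ZLS, the ratios of miR-99b-5p and miR-10b-5p were 0.898 and 0.922. The miR-10/miR-99/miR-125 family as a whole had a median of 0.603 with ZFS (5 of 6 lower; percentile 15.9) and of 0.937 with ZLS (6 of 6 lower; percentile 3.92). In the pooled-spread test neither passed an adjusted p of 0.05 for ZFS against C, and on effective library sizes they were at 0.740 and 0.463. The second untreated library held miR-10b-5p at 0.477 times the first.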

Two of the three highest expressed miRs in the untreated ZF4-SC-C in Table 1, 99b-5p, and 10b-5p were severely down-regulated by ZFS, suggesting a key role in the ZF4-SC response to the dyslipidemic serum. 

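In ZL4-SC with ZFS, 3 of the 20 miRs of Table 3 had a ratio under 0.54. They were both Hox-cluster miRs, miR-10a-5p at 0.521 (0.520 to 0.522) and miR-10b-5p at 0.493 (0.489 to 0.497), and miR-342-3p at 0.517 (0.500 to 0.535). Above 1.95 were 4, namely miR-31a-5p at 2.25 (2.04 to 2.48), miR-212-5p, induced with miR-132 by CREB, at 2.12 (1.98 to 2.27), miR-26a-5p, which promotes muscle differentiation, at 2.02 (2.00 to 2.04), and let-7g-5p, of a family that restrains growth, at 1.99 (1.94 to 2.03). The median was 1.04 (percentile 12.2). With ZLS, the 20 ratios ran from 0.698 to 1.68 and none passed a threshold. With ZFS, effective library sizes gave 4 under 0.54 and none above 1.95, and thresholds of 0.5 and 2 gave 1 and 3.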

The ZF4-SC were again more resistant to ZFS, since only two out of 20 tabulated miRs were down-regulated, and even two were up-regulated. In summary, the in vivo T2D/O effects on the miR-GTS of the male ED-MDSC were also reproduced in vitro in the female ZF4-SC (from Lepr^fa^ 185) but to a much lesser extent into the non-diabetic ZL4-SC lacking the leptin mutation.

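Exposure to ZFS left ZF4-SC with 9 of 10 measured miRs of the Dlk1-Dio3 cluster lower (median ratio 0.0682; percentile 0.05), such as miR-409a-5p at 0.048 (0.0323 to 0.069), and with 8 of 8 of the miR-322/miR-503 cluster lower (0.461; percentile 1.46). The inflammation list was at 0.498 (5 of 6 lower; percentile 7.70) and the fibrosis list at 0.554 (6 of 6; percentile 6.48). Higher were the smooth muscle miR-143/miR-145 list at 1.33 (3 of 4; percentile 96.6), the let-7 family, which restrains growth, at 1.25 (5 of 8; percentile 98.4), and miR-222-3p at 2.46 (2.44 to 2.48). In ZL4-SC, ZFS went with higher values of the miR-221/miR-222 cluster (2.84; 4 of 4; percentile 99.5) and of let-7 (1.83; 8 of 8; percentile 96.9), and with lower ones of the miR-17/miR-92 family (0.579; 5 of 7 lower; percentile 0.07) and the miR-30 family (0.763; 3 of 5; percentile 1.10). Its Dlk1-Dio3 list was at 1.39 (percentile 81.3) and its miR-322/miR-503 list at 1.26 (percentile 62.9). The second untreated ZF4-SC library, without any rat serum, also held fewer Dlk1-Dio3 reads than the first (percentile 0.03) and more of let-7 (1.41; percentile 99.7). On effective library sizes all 8 let-7 miRs were above 1 in ZF4-SC, 7 of 8 of the miR-322/miR-503 cluster and 5 of 6 of the fibrosis list below 1, and in ZL4-SC 3 of 4 of the miR-221/miR-222 cluster above 1, the miR-322/miR-503 list at 0.996 and all 5 of the miR-30 family below 1.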

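Other lists of ZF4-SC with ZFS were closer to the remaining miRs. The miR-17/miR-92 family was at 0.585 (percentile 30.3), the miR-30 family at 0.874 (percentile 64.5), the p53 and apoptosis list at 0.942 (percentile 81.2), the lipid list at 0.695 (percentile 44.9), the adipogenesis list at 1.04 (percentile 88.6), the blood-cell list at 0.744 (percentile 80.7), the miR-221/miR-222 cluster at 1.27 (percentile 91.2) and the miR-23/miR-27/miR-24 clusters at 1.04 (percentile 78.8). Over all miRs with at least 100 reads, ZFS gave 30 at least 2-fold lower and 6 higher of 158 in ZF4-SC, and 5 lower and 26 higher of 150 in ZL4-SC. With ZLS there were 0 lower and 4 higher of 164, and 1 lower and 2 higher of 143. On effective library sizes the miR-30 family turned to 1.17 and the p53 and apoptosis list to 1.26 in ZF4-SC, and the counts with ZFS were 14 and 16 in ZF4-SC and 13 and 11 in ZL4-SC. Across miRs, the log2 ratios with ZFS in ZF4-SC had a rank correlation of 0.387 with those of LD-MDSC-C/ED-MDSC-C (150 miRs) and of 0.536 with those of ZL4-SC. For ZL4-SC against LD-MDSC-C/ED-MDSC-C it was 0.135. These are 3 of 10 such correlations, and miRs are not independent replicates. Taken over the second ZF4-SC-C library, the 2 correlations of ZF4-SC were 0.123 and 0.303.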

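No miR passed the pooled-spread test of ZFS against C among the 261 tested, neither the miRs of Table 2 nor those of Table 3. In edgeR, ZF4-SC had 0 calls and 6 miRs at an unadjusted p under 0.05, and ZL4-SC had 0 and 0. DESeq2 had 0 calls in both, with 17 and 1 miRs at the unadjusted level. Adjusted over the list alone, the lists gave 0 calls, apart from the neuronal list in ZF4-SC, with 1 miR measured and so no adjustment (miR-9a-5p, unadjusted p = 0.0239 in edgeR, log2 fold change 2.73). ZFS has 1 library in each stem cell, which is assumed to vary like the other groups. Without ZF4-SC-C replicate 1, which leaves an untreated library of another run than the ZFS library, 3 miRs passed in ZF4-SC, with miR-222-3p higher and miR-99a-5p and the erythroid miR-486 lower, although within the run miR-486 was at 1.01 (397 against 312 reads). With no filter on low counts miR-222-3p passed alone. Data were also simulated with a common spread for all miRs. On these, the test in ZF4-SC called 0 of 21 miRs changed 2-fold, 6 of 23 changed 4-fold and 21 of 29 changed 16-fold, and that in ZL4-SC 6 of 27 changed 16-fold. The coefficient of variation of the pooled-spread fit was 0.571, on 2 residual degrees of freedom. It includes any difference between the runs, since the 2 ZF4-SC-C libraries came from different runs. With the 4 stem cells that received OZ serum as paired replicates, edgeR called 0 of 300 miRs, with 18 at an unadjusted p under 0.05, and DESeq2 called 4, with miR-222-3p higher and miR-146a-5p, miR-148a-5p and miR-1247-5p lower. Adjusted over the list alone, edgeR gave 1 higher in the miR-221/miR-222 cluster, 1 higher in the epithelial and endocrine list and 1 lower in the inflammation list. These calls were not adjusted over the lists or the tests. From the miRs of Tables 2 and 3 that were down-regulated both in vivo in the male cells and by ZFS in ZF4-SC, the paper concludes that the effects of T2D/O recur in vitro in the female ZF4-SC, and less so in ZL4-SC. With ZFS, 37 of 158 miRs lay under 0.54 and 6 above 1.95 in ZF4-SC, and 8 and 30 of 150 in ZL4-SC. On effective library sizes these were 16 and 18 in ZF4-SC and 18 and 12 in ZL4-SC. The smaller number of lowered miRs in ZL4-SC thus depends on the scaling.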

### 2.3. miR-GTS Changes in the ZF4-SC by ZFS were Accompanied by Intracellular Fat Deposits and Apoptosis that in the ZL4-SC Occurred Similarly to ZF4-SC for Fat Deposits, and less for Apoptosis

Resembling what we reported on the male ED-MDSC [18], the in vitro incubations of the female ZF4-SC with the dyslipidemic ZFS at 5% caused a nearly 80-fold increase in the Oil red O staining for fat deposits versus the control or the ZLS addition (as shown in Figure 1 (please notice logarithmic scale).

Irrespective of the difference on some of the effects of ZFS on the ZL4-SC vs. ZF4-SC miR-GTS, Figure 2 (logarithmic scale) shows the same degree of fat infiltration occurring in both stem cells.

In turn, the apoptotic index was nearly 4-fold increased by ZFS acting on the ZF4-SC as compared to ZLS that was essentially similar to no addition (Figure 3, linear scale).

The ZFS effects were lower on ZL4-SC, about 3-fold, linear scale when compared to C, and only 1.5-fold when compared to ZLS (Figure 4 linear scale), suggesting less specific susceptibility for ZL4-SC than for the ZF4-SC to the effects of ZFS. The fact that ZLS increased apoptosis by 60% might indicate some general susceptibility to the serum of the ZL4-SC, that was significantly increased by exposure to ZFS.

### 2.4. The Female Stem Cell Damage Exerted in vitro by ZFS was also Accompanied by Inhibition of in Vitro Scratch Healing Repair in both the Male and Female MDSC, with the ZF4-SC being the Most Affected and the Male MDSC the Most Resistant

The determination of the effects of the hyperlipidemic serum on in vitro scratch healing by MDSC provides an in vitro approximation onto how this process may affect their migration and extracellular matrix formation in wound healing in vivo [27,28,29]. Figure 5 shows the not previously reported inhibition by ZFS of in vitro healing using male ED-MDSC as a reference, to compare now with the female counterpart MDSC. Panel C shows the initial scratch in ED-MDSC-C culture with added ZFS, with a gap separating both edges at the experiment initiation, and panel D, the closure exerted by their migration at 24 h. Panel A represents the quantitative assessment of the gap width, and Panel B of the % gap closure over a 48 h period. There was only 35% final gap closure (B) under ZFS addition, that was very specific since the ZLS addition allowed 100% gap closure, the same as no addition.

As to scratch healing by the female MDSC, two facts emerged, as shown in Figure 6. First, the untreated ZF4-SC and ZL4-SC were rather inefficient in comparison to the untreated male ED-MDSC in healing the scratch even after 72 h, as shown by the 55% gap closure for ZF4-SC and 60% for ZL4-SC. 

Second, at this time the damage by ZFS inhibited ZF4-SC completely (3% gap closure), and even the ZLS interfered partially (40% closure), whereas ZFS inhibited less the ZL4-SC (20% gap closure), with ZLS reaching even better closure than the no addition. So, both female MDSC were severely inhibited by ZFS, but the ones from the non-T2D/O animals (ZL4-SC) were more resistant to damage than the ZF4-SC from the early diabetic animals.

### 2.5. ZFS Induced in vitro Myostatin Over-Expression in both the ZF4-SC and ZL4-SC, as Previously Reported for the Male ED-MDSC, and this was Accompanied by the Inhibition of Interleukin-6, a Myostatin Counteractive Agent

To confirm whether myostatin was over-expressed by the dyslipidemic ZFS, as previously found in vitro in the ED-MDSC, replicating the in vivo pattern in LD-DSC [18,19], ZL4-SC and ZF4-SC were incubated not just with 5%, but 2.5% and 1% ZFS or ZLS, or in their absence (C). After 4 days, MDSC were collected, washed, and subjected to western blotting with antibodies for myostatin and beta-actin as a housekeeping protein. Figure 7 shows that in the various serum concentrations, myostatin was over-expressed by ZFS in the ZF4-SC versus C, and in the ZL4-SC, albeit to a lesser extent under 2.5% and 1% ZFS. The 1% ZLS concentration was unexpectedly as effective as ZFS, suggesting a basal, unspecific effect of rat serum unrelated to dyslipidemia. In addition to the similarity of ZF4-SC and ED-MDSC responses, this was concordant with ZFS down-regulation of miRs known to counteract myostatin in Table 2.

In turn, myostatin is known to be counteracted by interleukin-6 (IL-6) [30,31,32], and Il-6 was not expressed in the absence of added serum, but over-expressed by 2.5% of non-diabetic ZLS. This effect was fully inhibited by 2.5% ZFS, both on ZF4-SC and ZL4-SC, suggesting that ZFS blocked IL-6 by inducing myostatin over-expression.

## 3. Discussion

Our previous reports [18,19] had shown that the in vitro damage of male ED-MDSC by their short time exposure to 5% highly dyslipidemic serum: 1) mimicked their in vivo damage suffered by the LD-MDSC, long-term exposure to a highly dyslipidemic T2D/O milieu, and that 2) the in vitro miR-GTS alterations and other noxious effects might predict the impairment of their tissue repair capacity to the in vivo dyslipidemia effects. In this current paper, we have established the proof of concept that the in vitro damage process occurred with essentially similar features in a related MDSC (ZF4-SC) from young female counterpart rats with mild early T2D/O, and to a lesser extent in other MDSC (ZL4-SC) from rats without T2D/O. This implied that this in vitro process by ZFS on the female ZF4-SC might predict their in vivo damage by long-term T2D/O, similarly to the male ED-MDSC/LD-MDSC in vitro/in vivo correlation [18,19]. The in vitro susceptibility of MDSC to dyslipidemia seemed to be independent of gender since it occurred both in male and female MDSC. Moreover, it seemed to be unrelated to the diabetic Lepr^fa^ mutation since the MDSC damage was found also in the ZL4-SC that lack it, although the latter’s sensitivity to damage was lower. This assumption still requires experimental validation.

Our current main findings for the miR-GTS were first their potential validity for identifying and differentiating still normal or untreated/unexposed MDSC, an assumption supported by the key miR differences between the female ZF4-SC and ZL4-SC in comparison to the male ED-MDSC; some varying >2 fold (e.g., lower 100-5p, 99a-5p; higher 143-3p, 221-5p), as well as between the MDSC from the female diabetic and normal strains.

Second, the confirmation and expansion of their putative biomarker usefulness to follow up the T2D/O-induced damage on the exposed MDSC; in this case, the miR-GTS for the female ZF4-SC with ZFS. This applied particularly to the myostatin-related miRs (e.g., 21-5p, 199a-5p) [33,34] or unrelated (e.g., 99b-5p, 10b-5p) [35,36], which were affected similarly by exposure to their dyslipidemic ZFS as the male ED-MDSCs were with its dyslipidemic serum, and the finding that ZF4-SC were more sensitive than ZL4-SC. 

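Male ED-MDSC cultured with 5% OZ serum had fewer reads of the myostatin-related miR-21-5p, with a ratio to untreated cells of 0.584 (0.582 to 0.587), and of miR-199a-5p, at 0.243 (0.239 to 0.248). miR-99b-5p was at 0.869 (0.865 to 0.872), and miR-10b-5p was higher, at 4.99 (4.90 to 5.08). With 5% LZ serum, the 4 miRs were at 0.399, 0.305, 0.667 and 5.65. Under 0.54 with OZ serum were 4 of the 12 miRs of Table 2, with miR-132-3p at 0.0407 (0.0269 to 0.0592), and 7 of the 20 of Table 3, and above 1.95 were 3 and 5. With LZ serum, 5 and 8 lay under 0.54 and 2 and 5 above 1.95. The libraries, 1 of each condition in the male run, had 2511819 reads with OZ serum and 3335393 with LZ serum. The sera came from male rats. Effective library sizes moved every ratio by -0.67 on the log2 scale for OZ serum and by -0.49 for LZ serum, and miR-99b-5p with OZ serum was then at 0.545. With the other serum-treated ED-MDSC library left out, each of the 2 ranked its miRs closest to LD-MDSC-C, not to ED-MDSC-C; with each other their rank correlation was 0.966.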

The few discrepancies remaining for the female ZF4-SC exposed in vitro to ZFS versus the male MDSC exposed in vivo to the T2D/O milieu could be a feature of these specific miRs or another manifestation of gender differences.

If these miR-GTS features are confirmed with stem cells other than MDSC in the rat, and then extended to humans, it may provide a specific biomarker to identify/categorize stem cells. Even gender differences may still be detected by miR-GTS since our comparison here may be affected by the isolation procedure and muscle of origin differences. Moreover, the use of miRs to clarify the role of myostatin in the stem cell damage may be based on what is known on its miR inter-regulation and the myostatin interaction with IL-6, as discussed below.

The in vitro induction of fat deposition and apoptosis in the female ZF4-SC by ZFS, and not by ZLS, resembling what happened in the male MDSC, and the ZFS inhibition of their migration and scratch closure (much higher than in male MDSC), denoted that both types of MDSC with a diabetes/obesity-prone gene mutation were susceptible to dyslipidemic milieu damage. Gender impact seemed to be significant for scratch closure since the female stem cells were more impaired than the male stem cells, and thus, this might translate into less effective wound-healing repair [27,28,29]. This requires further research to relate it with dystrophic pelvic muscle or urethral sphincter stem cell repair [37,38].

The over-expression of myostatin in ZF4-SC by ZFS, but also a lower but significant one by ZLS (absent in ZL4-SC), and the role of dyslipidemia in this process needs to be clarified in future studies vis-à-vis quantitative determinations of lipid factors in both types of serum. This may allow understanding the possible additional contribution of non-lipid factors. In any case, the ZFS-induced over-expression agreed with what we had reported previously with the male MDSC [18,19], and might be a key to clarify the mechanism of MDSC damage and its relevance to fat deposition [39,40,41] and even to potential induction of abnormal differentiation [42]. Moreover, it might suggest a putative anti-myostatin approach [43,44] to reverse/impede the damage, thus favoring both spontaneous repair and stem cell therapy for FSUI.

Based on the well-known involvement of myostatin in adipogenesis [45,46], apoptosis [47], and interference with wound healing [48,49], we might assume that myostatin may have an important role in these three processes. However, the demonstration would require to prove a modulation of the ZFS noxious effects on ZF4-SC and ZL4-SC by myostatin blockade vs. added recombinant protein.

Our finding that ZLS overexpressed IL-6 in both stem cells, but ZFS did not, might indicate that myostatin over-expression by ZFS (not occurring with ZLS) might inhibit IL-6, in contrast to what has been postulated in muscle cells [31,32,49]. This requires confirmation because of the key significance of the myostatin/IL-6 balance in the fat infiltration/apoptosis/failure of injury repair occurring in obesity and diabetes where stem cell damage may be a key.

As in the MDSC from the diabetic and very obese male rat model, collectively these changes in the counterpart female MDSC might predict the impairment of their tissue repair capacity by their exposure to the milder but still noxious in vivo T2D/O milieu. This potentially might render these stem cells partially or totally ineffective if implanted back for FSUI stem cell therapy. Therefore, as a model for the human stem cell damage, it is important to define whether this damage does make stem cells, and specifically the MDSC, in vivo-compromised for repairing FSUI in the animal, as in TD2/O-associated limb ischemia in a mouse model [50]. Perhaps more important is whether in rat models, this stem cell damage leads to abnormal stem cell lineage commitment [51,52,53]. If so, the risks would exceed inefficacy by causing the appearance of unexpected differentiated cells instead of the ones intended to be renewed.

Our findings agree with the interpretation of discrepancies in efficacy and desired outcomes in human stem cell clinical trials, based on the assumption that the disease status of patients may compromise the use of stem cells, and the need to define the characteristics of stem cells for assuring the safety and efficacy of their use in therapy [54]. This appears to have special relevance, particularly, for autografts of stem cells in diabetes patients, where these cells are affected in their mobilization and other features by the diabetic milieu [55,56].

For an eventual translation of our findings to human stem cell therapy for FSUI, it is necessary to demonstrate first in vitro that the human dyslipidemic serum can induce the noxious changes on the human stem cell of interest, and second that this is reflected in their miR-GTS. The current paper may provide a feasible and fast approach to this translation

## 4. Materials and Methods

### 4.1. Stem Cells and Serum Isolation

The female ZF and ZL rats were housed and treated according to The National Institutes of Health guides and used for isolating serum and stem cells under IACUC approval. To isolate the stem cells [57], the muscle tissue was enzymatically dissociated, first with collagenase and then dispase, after which non-muscle tissue was gently removed under a microscope. The cell suspension was filtered through a Falcon nylon filter (ThermoFisher Scientific, Waltham, MS, USA) and incubated with the following biotinylated antibodies: CD45, CD11b, CD31, and Sca1 (BD Biosciences, San Jose, CA, USA). Streptavidin beads (Milteny Biotec, San Diego, CA, USA) were then added to the cells together with antibodies for integrin-α7–phycoerythrin and CD34–Alexa647 (eBioscience, San Diego, CA, USA), followed by magnetic depletion of biotin-positive cells. The CD45-/CD11-/CD31-/Sca1-/CD34+/integrin-α7+ population was then enriched twice by flow cytometry (Becton- Dickinson, San Diego, CA, USA).

ZF4-SC and ZL4-SC were cultured in 0.1% gelatin-coated culture flasks in DMEM (4.5 g/L glucose), 10% FBS, 1% non-essential amino acids, 1% Na-Pyruvate (GE Life Sciences, Marlborough, MA, USA), and 1% Anti-Anti, and used in the 10th-15th passage. Reagents were from Gibco Life Technologies (Waltham, MA, USA).

### 4.2. MDSC Incubations and Scratch Wound Assay

ZF4-SC and ZL4-SC were incubated [18] (initial 40% confluence) for 4 days on collagen-coated 6 or 12-well plates, or 8-removable compartment slides, without addition (control: C) or adding ZFS or ZLS to 1–5%. The medium was then discarded, MDSC were washed with PBS and subjected to fixation for histochemistry, or fresh protein isolation for western blots, or RNA isolation for gene/miR-GTS [18]. For the wound assay [27], briefly, MDSC treated as above were plated on 12-well plates to generate 100% confluence in 24 h. Then, a scratch was made through the cell monolayer by pressing a 200 µL pipette tip against the bottom of the well. The detached cells and medium were removed, fresh medium was restored, and a picture was taken under the inverted microscope. The cells were left incubating, and at 4, 24, 48, and 72 h pictures were taken to follow wound closure. The distance between both sides of the wound was measured, and the time to a complete closure was determined.

### 4.3. Quantitative Histochemistry

MDSC on the 12 well plates were stained with Oil Red O for fat droplets [18,19], and cells on the 8-well slides were stained for TUNEL assays for the apoptotic index [19,20,58]. Quantitative image analysis (QIA) [18,19] was performed by computerized densitometry (100–200× magnification), on as many fields as necessary to cover the wells, followed by QIA.

### 4.4. Western Blots 

Immuno-detection on the membranes [18,19] was with primary antibodies (Santa Cruz Biotechnology, Santa Cruz, CA) against myostatin (GDF8/11, mouse monoclonal antibody SC-393335); interleukin 6 (IL-6, rabbit polyclonal antibody SC-1265-R); and housekeeping beta-actin (mouse monoclonal, followed by secondary antibodies: anti-mouse IgG, horseradish peroxidase (HRP)-linked antibody (Cell Signaling Technology, Danvers, MA, USA), or anti-rabbit IgG linked to HRP (Amersham GE, Pittsburgh, PA, USA). Bands were visualized using luminol (SuperSignal West Pico; Chemiluminescent, Pierce, Rockford, IL, USA). For negative controls, the primary antibody was omitted. Densitometric analysis was performed in certain cases as stated, correcting by the housekeeping proteins.

### 4.5. Global miR-GTS 

RNA was isolated [18] from ZF4-SC and ZL4-SC with mirVana™ miRNA isolation kit (Ambion, ThermoFisher, San Diego, CA, USA), determining quality by the Agilent 2100 Bioanalyzer (Agilent Technologies (Dako) Carpinteria CA, USA). miR content was estimated by Norgen Biotek Corporation (Thorold, ON, Canada) by next-generation sequencing for all miRs listed in the Sanger miRBase Release 18.0. Values were expressed per 10 million reads. Control values with no serum addition (C) were tabulated for the ZF4-SC (Table 2 and Table 3), and then in vitro treatment ratios against C were calculated for samples receiving ZFS or ZLS. Only miR ratios up- or down-regulated by at least 2-fold were selected unless stated. 

To compare them in the female ZF4-SC and ZL4-SC with the in vivo male MDSC, the previous in vivo ED/LD MDSC ratios [19] were included as a reference. The ED-MDSC were from 12 weeks old male ZF rats, previously named OZ [19], with mild hyperglycemia/dyslipidemia, and moderate overweight; while the LD-MDSC were from aged 32 weeks old male ZF rats, with moderate hyperglycemia, high dyslipidemia, and morbid obesity. In Table 1, miR values were calculated as per thousand of the total miRs in the respective specimen without treatment, independent of the total raw reads. The miR-GTS complete results are in the GEO library, as GSE134340.

### 4.6. Statistical Analysis

When applicable, values were expressed as mean ± SEM. The normality distribution of the data was established using the Wilk–Shapiro test. Multiple comparisons were analyzed by single-factor ANOVA, followed by post hoc comparisons with the Tukey multiple comparison test.

## Figures and Tables

**Figure 1:**
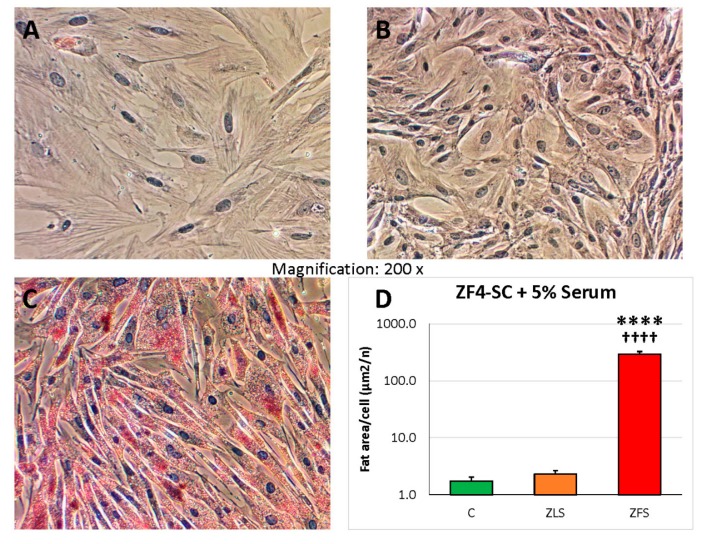
Incubation of ZF4-SC with ZF (Zucker fatty) serum (ZFS) induced intracellular infiltration by fat globules, whereas the one caused by ZL (Zucker lean) serum (ZLS) was very low and similar to the one in control with no addition. ZF4-SC were incubated for 4 days with no addition (**A**), or with added 5% ZLS from 20 weeks old ZL rats (**B**) or 5% ZFS from age-matched rats (**C**), and stained at 4–5 days with Oil Red O for fat infiltration. Pictures were taken at 200X, but QIA was applied to multiple fields at 100× (**D**) showing the bar graph of red area (fat) per cell, in a semi-logarithmic scale, C: no serum addition; **** *p* ≤ 0.0001 (C vs. ZFS); ^++++^ *p* ≤ 0.0001 (ZFS vs. ZLS).

**Figure 2:**
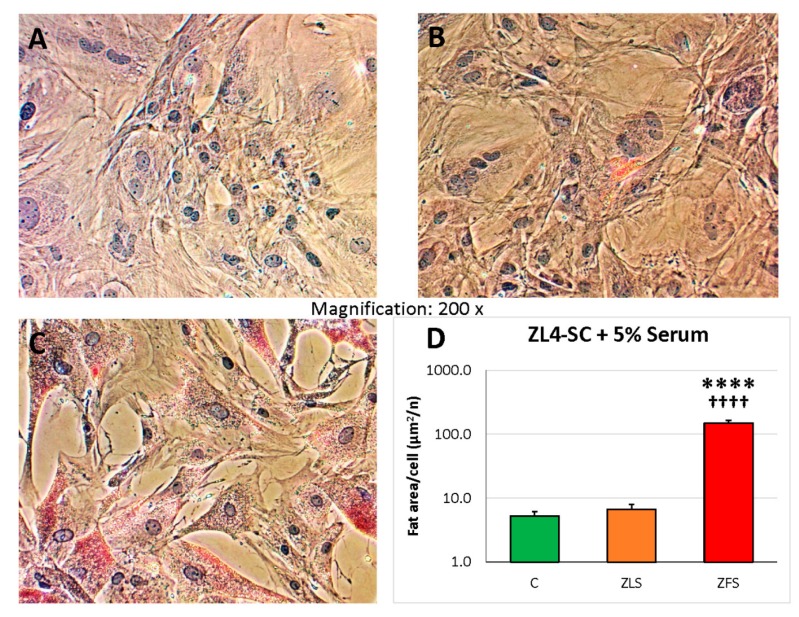
The fat infiltration of ZL4-SC caused by ZFS was similar to the one experienced by the ZF4-SC in Figure 1, with negligible infiltration by ZLS, like in no rat serum addition, indicating a similar response of both MDSC to ZFS. ZL4-SC were incubated as the ZF4-SC in Figure 1 with no addition (**A**), or added ZLS (**B**), or ZFS (**C**), then stained with Oil Red O, and pictures were taken as in Figure 1. (**D**) The bar graph is equivalent to the one in Figure 1D, with **** *p* ≤ 0.0001 (C vs. ZFS); ^++++^ *p* ≤ 0.0001 (ZFS vs. ZLS).

**Figure 3:**
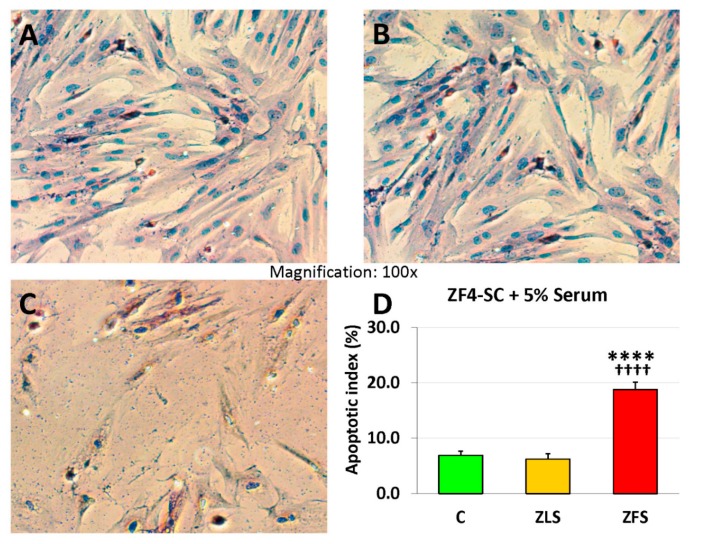
Incubation of ZF4-SC with ZFS-induced apoptosis, but the one caused by ZLS was negligible, similar to when no rat serum was added. ZF4-SC were incubated with no addition (**A**), or added ZLS (**B**), or ZFS (**C**), as in Figure 1, then subjected to the TUNEL reaction, and pictures were taken at 100X. The bar graph in (**D**) is equivalent to the one in Figure 1D, but on a linear scale with **** *p* ≤ 0.0001 (C vs. ZFS); ^++++^ *p* ≤ 0.0001 (ZFS vs. ZLS).

**Figure 4:**
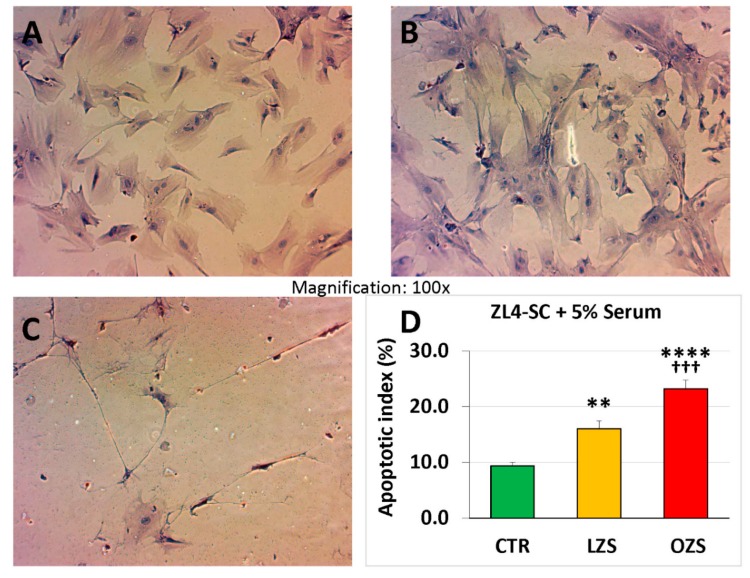
ZL4-SC were more sensitive to apoptosis caused by ZFS than the ZF4-SC shown in Figure 3, but they were also mildly affected by ZLS. ZL4-SC were incubated, as in Figure 1, with no addition (**A**) or added ZLS (**B**) or ZFS (**C**), and then subjected to TUNEL reaction, and pictures were taken at 100×. (**D**) The bar graph is equivalent to the one in Figure 1 but on a linear scale. C: no serum addition; **** *p* ≤ 0.0001 (C vs. ZFS); ** *p* ≤ 0.01 (C vs. ZLS); ^+++^ *p* ≤ 0.001 (ZFS vs. ZLS).

**Figure 5:**
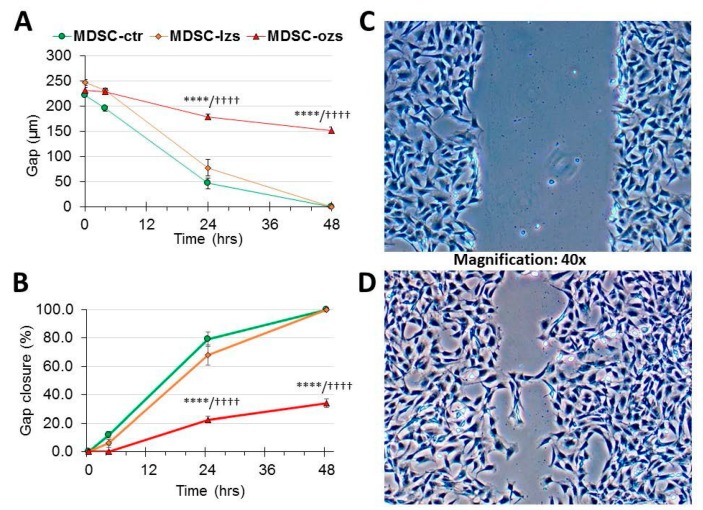
Gap closure of in vitro scratch injury by male ED-MDSC at 48 h was partially abrogated by the male lean Zucker serum, and it did not occur by the addition of the male obese Zucker serum, thus showing MDSC damage specifically by the latter. In this case, pertaining to the male ED-MDSC isolated in our studies of refs #18 and #19, and using their male lean Zucker serum (lzs), or obese Zucker serum (ozs), or no addition control (ctr), these preceding abbreviations are used, differing from the ones for the female rats used elsewhere (including Figure 6), to emphasize that both the stem cells and the sera were from male animals and not from their female counterparts. A gap was created in confluent monolayers of ED-MDSC, and either ozs or lzs was immediately added to 5% or not. Pictures were immediately taken at 0 h, and then at 3, 24, and 48 h, measuring both the gap width (µm) and its closure (%). Panel (**C**) is a micrograph at 0 h in the presence of added ZFS, and Panel (**D**) is the final one at 48 h with still a residual gap. Panel (**A**) is a time plot of the gap width, and Panel (**B**) is for gap closure. **** *p* ≤ 0.0001 (ctr vs. ozs), and ^++++^ *p* ≤ 0.0001 (lzs vs. ozs).

**Figure 6:**
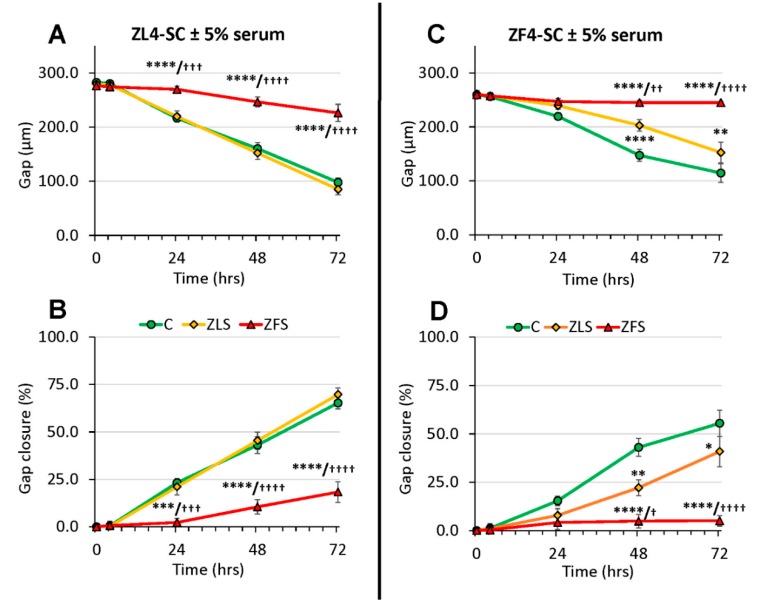
The efficacy of gap closure by ZF4-SC after gap injury was lower than the one for ED-MDSC, and it was more damaged by ZFS, but ZL4-SC were less affected than ZF4-SC. Experiments and measures were as in Figure 5, but with the female stem cells, and the female abbreviations. Panels (**A**) and (**C**): ZL4-SC; Panels (**B**) and (**D**): ZF4-SC; **** *p* ≤ 0.0001 (C vs. ZFS), *** *p* ≤ 0.005 (C vs. ZLS), ** *p* ≤ 0.01 (C vs. ZLS), and ^+^ *p* ≤ 0.05 (ZLS vs. ZFS), ^+++^ *p* ≤ 0.005 (ZLS vs. ZFS), and ^++++^ *p* ≤ 0.0001 (ZLS vs. ZFS).

**Figure 7:**
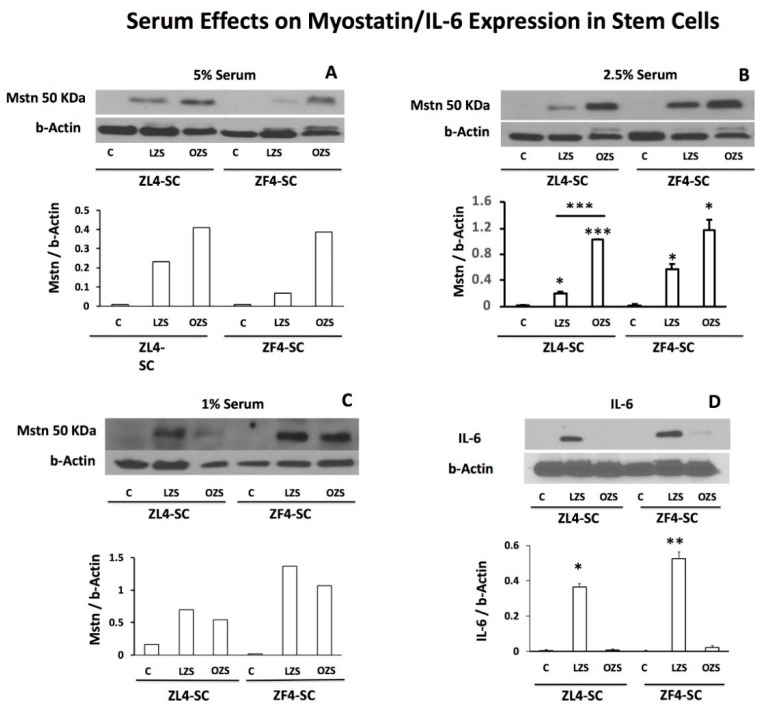
Myostatin in ZF4-SC and ZL4-SC was increased by ZFS (OZS) added to 5% and 2.5%, but little by ZLS (LZS), and the effects were less specific at 1%. This was associated with a potential counteraction by ZFS (OZS) of IL-6 expression. The respective stem cells were incubated in vitro for 4 days with either no addition, or with ZFS (OZS) or ZLS (LZS) added to 5% (**A**), 2.5% (**B**,**D**), or 1% (**C**), and the cell protein homogenates were assayed by western blot. The 50 kDa band was quantitated and corrected by the housekeeping gene beta-actin. Separate western blots were done for interleukin-6 (IL-6). Statistics were not applied on panels A and C, but based on this comparison, the effects of 2.5% incubations were repeated for statistical analysis as shown in panels B and D. *** *p* ≤ 0.001 (ZFS (OZS) vs C and vs ZLS (LZS)), ** *p* ≤ 0.01 (ZFS (OZS) vs ZLS (LZS)), and ^*^p ≤ 0.05 (ZFS (OZS) vs. ZLS (LZS)).

**Table 1:** The untreated ZF4-SC and ZL4-SC from the pelvic muscles from 12 weeks old female ZF (Zucker fatty) and ZL (Zucker lean) rats have distinctive miR-GTS (global transcriptional signatures of microRNAs), which also differ from the miR-GTS in the untreated ED-MDSC (MDSC from young animals with mild early T2D/O) from the gastrocnemius of age-matched male ZF rats.

miR or Let	ZF4-SC-C	ZF4-SC-C/ ED-MDSC-C	ZL4-SC-C/ ED-MDSC-C	ZF4-SC-C/ ZL4-SC-C
ID	per 1000	Ratios		
**miR-143-3p**	**273.0**	**2.25**	**2.60**	**0.88**
**miR-99b-5p**	**204.0**	**1.49**	**0.88**	**1.69**
**miR-10a-5p**	**128.0**	**0.80**	**1.64**	**0.49**
**miR-21-5p**	**53.0**	**0.71**	**0.78**	**0.91**
**miR-100-5p**	**53.0**	**0.37**	**0.41**	**0.91**
**miR-99a-5p**	**25.0**	**0.52**	**0.21**	**2.50**
**miR-10b-5p**	**22.0**	**1.83**	**1.89**	**0.97**
**miR-125a-5p**	**18.0**	**2.65**	**0.67**	**3.95**
**miR-191a-5p**	**17.0**	**1.18**	**0.61**	**1.92**
**miR-26a-5p**	**17.0**	**0.67**	**0.32**	**2.12**
**let-7f-5p**	**17.0**	**0.53**	**0.32**	**1.67**
**miR-199a-5p**	**13.0**	**0.65**	**0.48**	**1.35**
**miR-221-5p**	**12.0**	**3.24**	**2.02**	**1.61**
**miR-222-3p**	**11.0**	**10.77**	**2.18**	**4.94**
**miR-27b-3p**	**9.6**	**0.80**	**0.21**	**3.87**
**miR-24-3p**	**9.3**	**1.03**	**0.57**	**1.81**
**miR-145-3p**	**8.2**	**1.91**	**1.50**	**1.27**
**miR-145-5p**	**8.0**	**2.53**	**4.07**	**0.62**
**miR-30a-5p**	**7.3**	**1.41**	**1.51**	**0.93**
**let-7i-5p**	**7.2**	**0.41**	**0.24**	**1.70**
**miR-148a-3p**	**6.2**	**1.17**	**2.06**	**0.57**
**miR-23a-3p**	**5.8**	**1.04**	**0.92**	**1.13**
**miR-30d-5p**	**5.7**	**1.10**	**0.63**	**1.74**
**miR-146b-5p**	**4.4**	**0.08**	**0.04**	**2.10**
**miR-151-3p**	**4.2**	**1.55**	**0.83**	**1.88**
**miR-199a-3p**	**4.0**	**0.36**	**0.31**	**1.17**
**miR-152-3p**	**3.8**	**0.38**	**0.39**	**0.97**
**miR-351-5p**	**3.2**	**2.11**	**0.55**	**3.83**
**let-7c-5p**	**3.0**	**0.57**	**0.24**	**2.41**
**miR-148b-3p**	**2.9**	**0.94**	**0.52**	**1.82**
**miR-22-3p**	**2.8**	**1.01**	**0.44**	**2.28**
**miR-221-3p**	**2.2**	**2.28**	**0.91**	**2.52**
**miR-27a-3p**	**2.1**	**1.08**	**0.76**	**1.42**
**rno-let-7g-5p**	**2.0**	**0.48**	**0.39**	**1.22**
**miR-181a-5p**	**1.8**	**1.64**	**1.56**	**1.04**
**miR-92a-3p**	**1.8**	**2.42**	**0.91**	**2.67**
**miR-342-3p**	**1.7**	**2.48**	**2.00**	**1.24**
**let-7b-5p**	**1.5**	**0.68**	**0.27**	**2.47**
**miR-23b-3p**	**1.5**	**0.61**	**0.24**	**2.51**
**miR-30e-5p**	**1.4**	**0.88**	**0.70**	**1.26**
**miR-7a-5p**	**1.4**	**2.21**	**4.94**	**0.45**
**miR-143-5p**	**1.2**	**2.71**	**2.18**	**1.24**
**miR-186-5p**	**1.1**	**1.07**	**0.70**	**1.54**
**miR-192-5p**	**1.1**	**1.45**	**0.62**	**2.35**
**miR-28-3p**	**1.1**	**1.27**	**1.01**	**1.26**
**miR-365-3p**	**1.0**	**1.44**	**1.17**	**1.23**

ZF4-SC-C, ZL4-SC-C, and ED-MDSC-C were the respective stem cells incubated in vitro as controls (C) without rat serum. The male ED-MDSC-C values per 1/1000 were previously reported [19] and not entered here. The top 47 miRs in the ZF4-SC-C expression values >10 per thousand of its total miRs were entered and sorted in descending order. Then, each miR value for ZF4-SC-C and ZL4-SC-C, respectively, was divided by the corresponding value in ED-MDSC-C as a reference to establish the respective ratios to the male control. The ZF4-SC-C to the ZL4-SC-C ratio was also established. Only the ratio values >1.95 or <0.54 were highlighted in blue or yellow, respectively, to compare changes between their respective miR-GTS.

**Table 2:** The short term in vitro exposure of ZF4-SC to a severely hyperlipidemic and mildly hyperglycemic serum (ZFS), induced considerable changes in the expression of specific miRs selected by their occurrence in the reference male MDSC and their relevance to myostatin, but not induced with the non-diabetic ZL serum (ZLS), or on the ZL4-SC under either type of serum.

ID for miR or Let	In Vivo	C Value per 10^6^ Reads	In Vitro Added 5% Serum (S)			
	MDSC		ZF4-SC		ZL4-SC	
	LD/ED Ratio		Ratios to C			
			ZFS/C	ZLS/C	ZFS/C	ZLS/C
**miR-21-5p**	**0.16**	**364070**	**0.52**	**1.17**	**0.69**	**1.13**
**miR-199a-5p**	**0.29**	**88010**	**0.41**	**0.86**	**0.86**	**0.97**
**rmiR-23a-3p**	**0.50**	**39134**	**1.11**	**1.09**	**1.14**	**0.86**
**miR-199a-3p**	**0.25**	**27501**	**0.41**	**0.86**	**0.86**	**0.97**
**miR-27a-3p**	**0.41**	**14228**	**0.99**	**1.08**	**1.02**	**1.16**
**miR-181a-5p**	**0.39**	**12538**	**0.54**	**0.94**	**1.66**	**0.89**
**miR-30e-5p**	**0.42**	**9387**	**0.44**	**1.14**	**0.63**	**0.94**
**miR-101a-3p**	**0.38**	**4728**	**1.06**	**0.97**	**1.05**	**0.98**
**miR-214-3p**	**0.22**	**4525**	**0.46**	**0.98**	**0.79**	**0.86**
**miR-29a-3p**	**0.25**	**2401**	**0.59**	**1.26**	**1.81**	**1.21**
**miR-101b-3p**	**0.09**	**804**	**0.49**	**1.13**	**0.86**	**1.17**
**miR-132-3p**	**0.02**	**340**	**0.68**	**0.99**	**1.46**	**0.90**

Values were selected based on miRs related to myostatin previously shown [18] to be up- or down-regulated by >2.0 in the late diabetes MDSC (LD-MDSC) from aged male ZF rats with the in vivo moderate-severe dyslipidemia, expressed as ratios vs. the control ED-MDSC from young male ZF rats with no dyslipidemia. This represented the impact of the long-term in vivo exposure of MDSC to the T2D/O milieu [19], as reference for the in vitro results, on the female stem cells. These miRs were entered in descending order of expression in the untreated female ZF4-SC-C. Both the ZF4-SC and the ZL4-SC were incubated in vitro with either hyperlipidemic ZFS obtained at 51 weeks of age from obese mildly hyperglycemic female rats, or from normolipidemic ZLS from normal weight normolipidemic age-matched rats, or no serum addition controls (C). The ratios between these miRs values in the treated stem cells and the ones in their respective controls are as tabulated. Only the ratios <0.54 were highlighted in yellow, with none >1.96. The green highlighted miR IDs indicate that miRs were affected similarly in the in vitro female ZF4-SC with ZFS and the reference in vivo male LD/ED-MDSC exposed to T2D/O.

**Table 3:** The in vitro miR transcription changes in Table 2 were also accompanied by changes in other individual miRs (assumed unrelated to myostatin), which were affected by the alterations induced in vitro by dyslipidemic serum.

ID for miR or Let	In Vivo	C Value per 10^7^Reads	In Vitro Added 5% Serum (S)			
	MDSC		ZF4-SC		ZL4-SC	
	LD/ED Ratio		Ratios to C			
			ZFS/C	ZLS/C	ZFS/C	ZLS/C
**miR-99b-5p**	**0.25**	**1393619**	**0.53**	**0.89**	**0.83**	**0.94**
**miR-10a-5p**	**0.28**	**871279**	**0.66**	**0.95**	**0.49**	**0.90**
**miR-100-5p**	**0.22**	**361258**	**0.63**	**0.78**	**0.64**	**0.84**
**miR-99a-5p**	**2.65**	**167053**	**0.37**	**0.95**	**0.83**	**0.85**
**miR-10b-5p**	**0.45**	**149991**	**0.33**	**0.92**	**0.46**	**0.84**
**miR-26a-5p**	**0.32**	**115483**	**0.99**	**1.12**	**1.89**	**1.04**
**let-7f-5p**	**0.32**	**115006**	**0.89**	**1.14**	**1.45**	**1.23**
**miR-221-5p**	**0.34**	**82561**	**0.59**	**1.26**	**0.96**	**1.19**
**let-7i-5p**	**0.12**	**49022**	**0.86**	**1.11**	**1.32**	**1.28**
**miR-148a-3p**	**0.25**	**42455**	**0.27**	**0.86**	**0.65**	**0.80**
**miR-152-3p**	**0.33**	**25783**	**0.42**	**0.97**	**0.88**	**1.01**
**miR-148b-3p**	**0.16**	**19779**	**0.51**	**1.06**	**0.98**	**1.26**
**let-7g-5p**	**0.22**	**13892**	**1.10**	**1.08**	**1.86**	**1.68**
**miR-92a-3p**	**0.17**	**12460**	**0.59**	**1.19**	**1.35**	**1.30**
**miR-342-3p**	**0.26**	**11421**	**0.22**	**0.99**	**0.48**	**0.84**
**miR-212-5p**	**0.08**	**4903**	**0.87**	**1.12**	**1.98**	**1.11**
**miR-10b-3p**	**0.10**	**4130**	**0.69**	**1.08**	**1.03**	**1.70**
**miR-25-3p**	**2.20**	**3984**	**0.67**	**0.94**	**1.10**	**1.34**
**miR-362-5p**	**0.20**	**1234**	**0.36**	**1.56**	**0.60**	**1.18**
**miR-31a-5p**	**0.29**	**1020**	**1.40**	**1.24**	**2.10**	**1.31**

See Table 2 for pertinent information, including highlighting in yellow. Highlighting in blue is for ratios >1.95. Most of these miRs have significance for stem cell biology.

## Abbreviations

C or ctr	incubation controls without any rat serum added
ED-MDSC	early diabetes MDSC from male 12 weeks old Zucker obese fatty (ZF) rats (Crl:ZUC *Lepr^fa^*) with mild hyperglycemia/dyslipidemia and moderate overweight
Gene-GTS	gene global transcriptional signature
lzs	serum from late T2D/O 32 weeks old male LZ rats
LD-MDSC	late diabetes MDSC from male 32 weeks old ZF rats, with moderate hyperglycemia, high dyslipidemia, and morbid obesity
MDSC	muscle derived stem cells
miR	microRNA
miR-GTS	miR global transcriptional signature
ozs	serum from late T2D/O 32 weeks old male OZ rats
QIA	quantitative image analysis
T2D/O	type 2 diabetes mellitus/obesity
ZF	Zucker obese fatty rats
ZFS	serum from late T2D/O 24 weeks old (female) ZF rats
ZF4-SC	stem cells from 12 weeks old female ZF rats
ZL	Zucker lean rats
ZLS	serum from 24 weeks old female ZL rats
ZL4-SC	stem cells from 12 weeks old female ZL rats

How the deposited data were processed for this re-analysis (not part of the article)

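Small RNA of rat MDSC was sequenced by Norgen Biotek in 3 runs, and the deposited data hold 23 libraries, 14 of female and 9 of male cells, with 100708634 reads in all. The serum run held 8 libraries, namely ZF4-SC and ZL4-SC without rat serum, with ZFS and with ZLS, and male MDSC labelled as non-diabetic (ND-MDSC) without rat serum and with serum of obese rats (ozs). A lipid run held 8 ZF4-SC libraries, 1 without addition, 1 with albumin, and 2 each with palmitate, cholesterol and cyclodextrin. In the male run were 7 libraries, LD-MDSC without addition and ED-MDSC without addition, with serum of lean rats (lzs), ozs, albumin, cyclodextrin or cholesterol. The labels name the Norgen kit for the RNA and the quadriceps as the muscle of the male cells, where the paper names the gastrocnemius, so samples were grouped by sex, stem cell and agent. OZ serum stands for ozs and ZFS, and LZ serum for lzs and ZLS.

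The authors had the reads assigned to the miRs of Sanger miRBase Release 18.0, and the deposited values are raw whole-number counts of reads, before the scaling that the paper reports. How reads that match several miRs were treated is not stated. Each run has the same 792 entries, of which 152 were at 0 in every library. Entries of predicted miRs, marked with a p, number 31 and hold 0.155% of the reads, and 4 entries of several joined names hold 0.139%. All were kept under the names deposited, without the species prefix. The depth was 6492161 to 13271580 reads per library in the serum run, 1701574 to 3840523 in the male run and 104902 to 4783062 in the lipid run, where the library with palmitate at 1 mM was the shallowest.

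Values per 10000000 miR reads were computed from the counts, and 24 pairs of single libraries were compared as ratios, with no test. Exact 95% intervals of each ratio and Wilson intervals of each share came from scipy. Ratios under 0.54 or above 1.95 were counted as in the notes of the paper's tables. Counts of miRs beyond 2-fold used miRs with a mean of at least 100 reads in the pair. A pseudocount of 0.5 reads was added for medians of lists, so that a miR at 0 in 1 library had a ratio. Rank correlations of ratios across miRs are Spearman's and have no p, since miRs are not independent replicates.

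For 8 comparisons a test was fitted in edgeR by quasi-likelihood with TMM factors, for miRs with a mean of at least 10 reads over the libraries of the fit, with p adjusted by Benjamini and Hochberg to 0.05. Effects of ZFS in ZF4-SC and ZL4-SC, and the difference between them, were tested on all 14 female libraries, with the spread of the 2 duplicated conditions. Treatment with OZ serum against C (4 stem cells), OZ against LZ serum (3) and LZ serum against C (3) was tested with the stem cell as a block. In the 8 libraries of the lipid run, cholesterol was set against cyclodextrin and palmitate against albumin, with the 2 doses of an agent taken as replicates. Single libraries are assumed to vary like the duplicated conditions.

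The tests were tested on simulated data in which all miRs had the common spread estimated from the libraries. No difference between runs or stem cells was simulated. The shares called may be too high where the spread differs between miRs. Of miRs changed 4-fold, edgeR called 6 of 23 for ZFS in ZF4-SC, 0 of 26 for ZFS in ZL4-SC, 1 of 26 for the difference between them, 21 of 22 for OZ serum against C, 23 of 26 for OZ against LZ serum, 23 of 24 for LZ serum against C, 9 of 27 for cholesterol and 2 of 28 for palmitate. Among unchanged miRs it called 3 of 162, 0 of 162, 0 of 174, 3 of 202, 3 of 200, 3 of 192, 3 of 119 and 0 of 117. Of 100 random lists of 8 miRs with no shift, 6 lay above the 95th percentile and 4 below the 5th, and with a shift of 1 on the log2 scale 69 lay above it. The changes were drawn independently, so this does not cover lists whose members share a transcript and move together.

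The miRs named in the text follow a rule set before the data were examined. It takes, in each pair of libraries, the 12 largest rises and the 12 largest falls among miRs with a mean of at least 100 reads, in each test the 12 smallest adjusted p of each direction, and in all comparisons the miRs of Tables 1 to 3 and of the text, and the measured members of 24 lists. The values in the paper's tables had been seen by then. The lists are the miRs of Table 2 and of Table 3, the miR-143/miR-145, miR-17/miR-92, let-7, miR-10/miR-99/miR-125, miR-29, miR-30, miR-322/miR-503, miR-221/miR-222 and miR-23/miR-27/miR-24 families or clusters, the Dlk1-Dio3 cluster, and the striated muscle, blood-cell, liver, endothelial, epithelial and endocrine, neuronal, p53 and apoptosis, hypoxia, inflammation, lipid, adipogenesis and fibrosis lists. They were written from general knowledge of miRs, and some share members. A list with at least 3 measured members was summarised by its median ratio, with its percentile among 10000 random lists of the same size, each member drawn from the 20 miRs nearest in abundance.

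As alternatives, 125 settings were set beforehand with the comparisons and tests. They cover TMM and DESeq2 factors or no rescaling for the ratios, thresholds of 0.5 and 2, the ZF4-SC-C library of the lipid run or the mean of both, other minimum counts, DESeq2 in place of edgeR, library totals in place of TMM, the run as a term of the model, no block, and, left out in turn, each stem cell of the paired tests, each library of the 2 arms compared for the lipids, and for ZFS the duplicate libraries of ZF4-SC-C and cyclodextrin alone. A further 6, chosen after the data were seen, take ND-MDSC-C in place of ED-MDSC-C or leave out the shallowest library. Also chosen then were the minimum of 10 reads for lists, the pseudocount, factors computed over each pair of libraries and the similarity of untreated libraries. The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1.

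The measurements in Figs. 1 to 7 of the paper, such as fat staining, apoptosis, scratch closure and western blots, are not among the deposited counts and were not analysed here. Raw reads were not used here.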

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

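Of the tests in this part, those of OZ serum alone, of RNA from the serum, of another stem cell, of a response of every stem cell, of depth for miR-182 and of cyclodextrin without cholesterol were chosen after the result was seen.

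ED-MDSC with rat serum, which the paper cites for a few miRs only, had 78 miRs at least 2-fold from untreated ED-MDSC with OZ serum (22 lower and 56 higher, or 32 and 24 on effective library sizes) and 74 with LZ serum (22 and 52, or 30 and 23), against 7 with albumin. The tables argue against depth (at most 0 miRs past 2-fold in 100 thinnings of the untreated library), against dyslipidemia of the serum as the sole cause (LZ serum gave 0.949 times as many miRs as OZ serum), against a response of every stem cell to OZ serum (lowest rank correlation with the other 3 of -0.11) and, for the lower miRs, against RNA brought in with the serum (23 were at least 4-fold below the median ratio with OZ serum, 19 with LZ serum and 16 with both). RNA of blood cells in the serum may account for the higher blood-cell miRs, such as miR-486 with 12920 reads against 1091 untreated, and markers of other tissues were higher too, with liver miR-122-5p at 70 reads with OZ and 45 with LZ serum against 2 and endothelial miR-126a-3p at ratios of 4.17 and 2.23. However, miR-122-5p also had 14 reads with albumin, 6 of the 8 in the blood-cell list had reads in untreated cells, that list was at least 1.5 times C in 3 of the 7 libraries with rat serum, and it was also higher with albumin (median 3.99), so this stays open. Another stem cell under the ED-MDSC label is a candidate explanation, since, with each other left out, 2 of the 2 libraries ranked their miRs closest to LD-MDSC-C (Spearman's rho 0.912 with LZ and 0.891 with OZ serum, against 0.882 and 0.881 for the closest other ED-MDSC library, and 0.966 with each other). p-miR-9, at 5007 per 10000000 reads in LD-MDSC-C, went with this for LZ serum, at 1508. It did not for OZ serum, at 7.96, with 7.81 in untreated ED-MDSC. A response of ED-MDSC to any rat serum that makes them resemble LD-MDSC would give the same values and stays open too, as each condition has 1 library.

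The second untreated ZF4-SC library, of the lipid run, is not reported in the paper, and 53 miRs were at least 2-fold from the first (40 lower and 13 higher, or 25 and 23 on effective library sizes). The tables argue against depth, since 100 thinnings of the first library to the depth of the second gave at most 0 such miRs. They also argue against a difference in this library alone, since 94.3% of the 53 miRs (50) differed in the same direction between the albumin library of the lipid run and the ZLS library of the serum run. A difference between the 2 runs, in the cells or in the libraries, may underlie the pattern and stays open, as no other condition was sequenced in both. No biological explanation was tested, since the labels give none.

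In the lipid run, whose libraries the paper does not report, cholesterol against cyclodextrin gave 2 miRs past the edgeR test, both lower in 2 of 2 cholesterol libraries: miR-182 (log2 fold change -3.55, standard error 0.33, adjusted p = 0.000526) and miR-96-5p (-4.06, standard error 0.65, adjusted p = 0.018), while miR-183-3p of the same cluster did not pass (-5.30, adjusted p = 0.0665). None passed without cholesterol at 50 mg/dl (6 at an unadjusted p under 0.05), 1 without cholesterol at 100 mg/dl (miR-182), 2 without cyclodextrin replicate 1 and 7 without replicate 2, and DESeq2 called 7. The tables argue against depth, as the lower cyclodextrin library held miR-182 at 7.525 times the highest other library of the run, and against a rise of all low miRs, as 60 miRs at a similar level had a median ratio of 0.897. Cyclodextrin that carries no cholesterol may raise these miRs. In ED-MDSC, miR-182 went with this, at 1.766 times (1.64 to 1.91) its value with cholesterol and 2.20 times (2.06 to 2.36) that in C. The intervals of miR-96-5p (1.44 and 1.27) and miR-183-3p (1.40 and 1.29), however, included 1. OZ serum without cyclodextrin gave more miR-182 than cyclodextrin in ED-MDSC (23803.5 against 9820.3 per 10000000 reads), and the explanation stays open with 1 library of each condition there.

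Of the miRs at least 2-fold from C with ZFS in both stem cells, 2 differed in direction between them. miR-541-5p, of the Dlk1-Dio3 cluster, had a log2 ratio to C of -4.07 in ZF4-SC and 1.29 in ZL4-SC, and miR-1b of 1.17 and -1.20, with the same directions on effective library sizes (ratios of 0.0787 and 1.94, and of 3.02 and 0.344). The difference was not tested for these miRs alone, and in the interaction test over 261 miRs edgeR and DESeq2 had 0 calls, each with 1 miR at an unadjusted p under 0.05. miR-541-5p had 617 and 8 reads in the first and second untreated ZF4-SC libraries and 46 with ZFS, so its direction in ZF4-SC reverses with the untreated library.

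The difference between OZ and LZ serum in 3 stem cells, which the paper does not test across cells, gave 1 of 293 miRs past the edgeR test. It was the predicted p-miR-9 (log2 fold change -7.40, standard error 1.19, adjusted p = 0.0175), lower in 1 of 3 stem cells, ED-MDSC, and without reads in the other 2. DESeq2 called 0, with 19 miRs at an unadjusted p under 0.05. Without ED-MDSC 9 miRs passed, and without ZF4-SC or ZL4-SC 1. The 10 splits of these libraries are too few for a share under 0.05, with 1 miR in the real split and 2 as the highest other.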

How the results depend on the processing

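Alternatives with ND-MDSC-C or without the palmitate 1 mM library were chosen after the data were seen. Of the counts, medians, shares and correlations at the claims, 97 were labelled as unchanged under an alternative set beforehand and 48 as moved, and all 6 under an added one as unchanged. A count was unchanged if it stayed within 1.5 times. A median, share or correlation was labelled as moved under any alternative, with no range applied, however small its change. The number of Table 1 miRs past the thresholds was 21 for ZF4-SC-C/ED-MDSC-C (18 to 29 under 7 alternatives), 29 for ZL4-SC-C/ED-MDSC-C (23 to 25, but 19 with no rescaling) and 16 for ZF4-SC-C/ZL4-SC-C (11 to 20, but 9 with DESeq2 factors), and the sides shifted with the scaling. Counts of 0 with ZLS in Tables 2 and 3 held under each scaling and threshold.

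TMM, DESeq2 factors or no rescaling took the 4 miRs of Table 2 under 0.54 in ZF4-SC with ZFS to 0, 0 and 0, as each of them raises every ratio. With TMM, Table 2 gave 1 in ZL4-SC with ZFS in place of 0. The median LD-MDSC-C/ED-MDSC-C ratio of 0.485 became 0.576, 0.582 and 0.233, in the same direction. With the ZF4-SC-C library of the lipid run, the counts under 0.54 with ZFS were 1 in Table 2 and 3 in Table 3 in place of 4 and 7, and with ZLS 1 in Table 3 in place of 0. With the mean of both libraries they were 1 in Table 2 with ZFS and 1 in Table 3 with ZLS. The share of the 3 most abundant miRs was 606.4 per 1000, 634.4 in the lipid-run library and 616.7 over the miRs of Table 1. Thresholds of 0.5 and 2 left 1 of 3 miRs of Table 3 in ZL4-SC with ZFS. The counts past 2-fold with ZFS, 36 in ZF4-SC and 31 in ZL4-SC, were 2.1e+02 (158 lower and 48 higher) and 179 with no filter, where more miRs are counted, and 14 and 10 at 1000 reads, where fewer are. For ZF4-SC with ZFS, the rank correlations with LD-MDSC-C/ED-MDSC-C (0.387) and ZL4-SC (0.536) were 0.356 and 0.646 at 1000 reads, 0.206 and 0.453 at 10 reads, and 0.123 and 0.303 with the lipid-run library. Except where stated, the cause was not tested.

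The stem cell is the block of the paired tests, since each has its own control. Without it OZ serum against C, OZ against LZ serum and LZ serum against C gave 0, 0 and 0 miRs in edgeR (6, 1 and 3 at an unadjusted p under 0.05), in place of 0, 1 and 0 (18, 13 and 7). With DESeq2 these 3 tests gave 4, 0 and 1, with no filter 5, 2 and 1, with at least 100 reads 0, 0 and 0, and with library totals 0, 0 and 0. Cholesterol against cyclodextrin (2 miRs) gave 7 with DESeq2 and 6 with no filter, and 3 without the palmitate 1 mM library. For palmitate against albumin, edgeR called 0 (33 unadjusted), DESeq2 16 and edgeR with no filter 20. ZFS against C gave 0 in ZF4-SC, in ZL4-SC and for their difference in edgeR (6, 0 and 1 unadjusted) and DESeq2, also with the run in the model, and 1, 0 and 0 with no filter. Left out in turn were the 4 ZF4-SC-C and cyclodextrin libraries for ZFS, each stem cell for the paired tests and each library of the 2 arms compared for the lipids, and no other library except the palmitate 1 mM one. This gave 0 to 3 miRs for ZFS in ZF4-SC (3 without ZF4-SC-C replicate 1), 0 to 0 in ZL4-SC, 0 to 2 for their difference (2 without the same library; both leave an untreated ZF4-SC library of another run than ZFS), 0 to 0 for OZ serum against C, 1 to 9 for OZ against LZ serum (9 without ED-MDSC), 0 to 3 for LZ serum against C (3 without ED-MDSC), 0 to 7 for cholesterol (7 without cyclodextrin replicate 2, 0 without cholesterol 50 mg/dl) and 0 to 0 for palmitate. Leaving out the albumin library gives no value, as it is the single one of its arm. Where this leaves an arm with 1 library, that library is assumed to vary like the other groups. The cause was not tested.

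Single ratios past a threshold turned to the other side of 1 in 37 cases. For ZF4-SC-C/ED-MDSC-C with ND-MDSC-C as reference, these were miR-10a-5p (0.798), miR-99a-5p (0.524), miR-27a-3p (1.08), miR-181a-5p (1.64), miR-92a-3p (2.42), miR-23b-3p (0.607) and miR-186-5p (1.07), and for ZL4-SC-C miR-181a-5p (1.57) and miR-365-3p (1.17). With the lipid-run library, miR-221-5p (0.360) and miR-143-5p (0.886) turned over ED-MDSC-C, miR-222-3p (0.817) over ZL4-SC-C, and with ZFS miR-199a-5p (1.36), miR-30e-5p (1.71) and miR-148b-3p (1.24). For ZL4-SC-C/ED-MDSC-C, TMM turned miR-100-5p (1.01), miR-191a-5p (1.07), let-7f-5p (1.10), miR-199a-5p (1.09), miR-199a-3p (1.17), miR-152-3p (1.23), miR-181a-5p (1.24), miR-30e-5p (1.23), miR-192-5p (1.03) and miR-365-3p (1.14), and DESeq2 factors the last 9 of these, from miR-191a-5p on (1.05, 1.08, 1.07, 1.15, 1.21, 1.22, 1.21, 1.02 and 1.12). No rescaling turned miR-152-3p (1.01), miR-181a-5p (1.02) and miR-30e-5p (1.01). The cause was not tested.

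Depth limits what single libraries show. With 104902 reads, the palmitate 1 mM library held 0 reads of miR-541-5p and of miR-183-3p and 116 of miR-182, and the albumin library, with 4783062 reads, held 31, 22 and 3231.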

Differences from the paper's values

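The alternative with ND-MDSC-C as reference was chosen after the values were seen, and the other alternatives here were set before the data were examined. In Table 1, the values per 1000 reads and ZF4-SC-C/ZL4-SC-C were within 5% of the paper's for 46 of 46 miRs. Over ED-MDSC-C, 4 of 46 were so for each stem cell, and 18 differed by more than 1.5 times. With ND-MDSC-C in place of ED-MDSC-C, chosen after seeing the values, 46 of 46 were within 5% of the paper's for both stem cells, which covers each miR of Table 1 named below, and 0 of the paper's 19 miRs past the thresholds for ZF4-SC-C and 0 of its 24 for ZL4-SC-C are dropped. The change of reference library thus accounts for the differences over ED-MDSC-C below, with no change of scaling.

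For ZF4-SC-C/ED-MDSC-C, TMM, DESeq2 factors, no rescaling, the lipid-run ZF4-SC-C and the mean of both ZF4-SC-C libraries all left apart miR-10a-5p (paper's 0.80, here 22.3), miR-99a-5p (paper's 0.52, here 2.30), miR-145-5p (paper's 2.53, here 0.875) and miR-351-5p (paper's 2.11, here 0.825). The same 5 left apart miR-181a-5p (paper's 1.64, here 0.527), miR-92a-3p (paper's 2.42, here 0.424) and miR-23b-3p (paper's 0.61, here 2.09). No rescaling, but not the other 4, came within 1.5 times for miR-21-5p (paper's 0.71, here 0.281), miR-148b-3p (paper's 0.94, here 0.395) and miR-365-3p (paper's 1.44, here 0.573). Only the lipid-run library did for miR-10b-5p (paper's 1.83, here 5.46). That library and the mean of both, but no scaling, did for miR-27b-3p (paper's 0.80, here 1.39) and miR-199a-3p (paper's 0.36, here 0.557). DESeq2 factors and no rescaling, but not the other 3, did for miR-27a-3p (paper's 1.08, here 0.507). The 3 scalings, but not the 2 changes of library, did for miR-342-3p (paper's 2.48, here 1.20), miR-7a-5p (paper's 2.21, here 1.18) and miR-186-5p (paper's 1.07, here 0.519). All 5 did for miR-22-3p (paper's 1.01, here 0.571).

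For ZL4-SC-C/ED-MDSC-C, TMM, DESeq2 factors and no rescaling all left apart miR-10a-5p (paper's 1.64, here 45.8), miR-99a-5p (paper's 0.21, here 0.922), miR-10b-5p (paper's 1.89, here 5.64) and miR-27b-3p (paper's 0.21, here 0.358). So it was for miR-199a-3p (paper's 0.31, here 0.478), miR-92a-3p (paper's 0.91, here 0.158) and miR-23b-3p (paper's 0.24, here 0.834). TMM and DESeq2 factors, but not the absence of rescaling, came within 1.5 times for miR-181a-5p (paper's 1.56, here 0.506). All 3 did for miR-21-5p (paper's 0.78, here 0.310), miR-145-5p (paper's 4.07, here 1.40), miR-351-5p (paper's 0.55, here 0.216), miR-148b-3p (paper's 0.52, here 0.216) and miR-22-3p (paper's 0.44, here 0.250). They also did for miR-27a-3p (paper's 0.76, here 0.356), miR-342-3p (paper's 2.00, here 0.967), miR-7a-5p (paper's 4.94, here 2.63), miR-186-5p (paper's 0.70, here 0.338) and miR-365-3p (paper's 1.17, here 0.466). Of miRs past a threshold in the paper only, TMM, DESeq2 factors and no rescaling put miR-221-5p, miR-222-3p, miR-145-5p and miR-148a-3p above 1.95 in ZL4-SC-C, and TMM and DESeq2 factors miR-342-3p. In ZF4-SC-C, no rescaling did so for miR-342-3p and miR-7a-5p, and the lipid-run library and the mean of both put miR-199a-3p under 0.54.

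In Tables 2 and 3 the LD/ED column is on the scale of the deposited reads: the paper's ratios had a median of 1.07 (Table 2) and 1.09 (Table 3) times the unrescaled ones, and 27 of 32 lay within 1.5 times of them. No rescaling also puts under 0.54 the 6 miRs of Table 2 and 4 of Table 3 that the paper has there and the ratios per 10000000 reads do not. Of the other 5, all in Table 3, miR-10a-5p is the paper's 0.28 against 0.189 here and 0.0908 with no rescaling. The ratio per 10000000 reads, TMM (0.224) and DESeq2 factors (0.227) came within 1.5 times for it, and no rescaling did not. For the other 4, TMM, DESeq2 factors and no rescaling all stayed apart, but the ratio per 10000000 reads of miR-221-5p came within 1.5 times. These are miR-10b-5p (paper's 0.45, here 4.19, and 2.01 with no rescaling), miR-221-5p (paper's 0.34, here 0.462, and 0.222), miR-10b-3p (paper's 0.10, here 8.68, and 4.17) and miR-25-3p (paper's 2.20, here 0.607, and 0.292).

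The C column of Tables 2 and 3 was 1.05 times the deposited reads (median) and within 1.5 times of them, except for miR-10b-3p, with the paper's 4130 against 606.9 per 10000000 reads here, 394 reads as deposited and 514.2 per 10000000 in the lipid-run library, all of which stay apart. Its ZLS/C ratio in ZL4-SC is the paper's 1.70 and 0.698 here, and TMM, DESeq2 factors and no rescaling stay apart too. For miR-199a-3p with ZFS in ZL4-SC (Table 2), the paper's 0.86 stands against 1.41 here, within 1.5 times with TMM (1.11) and DESeq2 factors (1.16) but not with no rescaling (1.36). The paper gives the same 4 serum ratios for miR-199a-3p as for miR-199a-5p. Both C columns fit the deposited reads in this way, although their headers name different units.

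The number of Table 2 miRs under 0.54 with ZFS in ZF4-SC is the paper's 7 and 4 here. It was 0 with TMM, DESeq2 factors or no rescaling, 1 with the lipid-run library or the mean of both and 3 at thresholds of 0.5 and 2, so none came within 1.5 times. The paper's ratios with ZFS in ZF4-SC had a median of 0.956 (Table 2) and 0.957 (Table 3) times those here, which brings ratios just above 0.54 closer to it or under it. Its ratio of miR-199a-3p, also under 0.54, repeats that of miR-199a-5p, whereas miR-199a-3p was above 0.54 here. For Table 3 miRs above 1.95 with ZFS in ZL4-SC the paper's 2 stands against 4 here. No rescaling (2) and thresholds of 0.5 and 2 (3) came within 1.5 times, and TMM (0) and DESeq2 factors (0) did not. The paper's ratios with ZFS in ZL4-SC were within 5% of the unrescaled ones for 11 of 12 miRs of Table 2 and 20 of 20 of Table 3. On library totals this held for 0 in either table.

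The paper places the ratios between the untreated female stem cells mostly toward ZL4-SC. Over the list, ZF4-SC-C/ZL4-SC-C was above 1 for 36 of 46 miRs, above 1.95 for 14 and under 0.54 for 2. With TMM it was above 1.95 for 4 and under 0.54 for 7. It names miR-143-3p as above 2-fold over ED-MDSC-C in ZF4-SC, where the ratio was 1.72. TMM (2.44), DESeq2 factors (2.58), no rescaling (2.91) and, chosen after seeing the values, ND-MDSC-C (2.25) put it above 2. The paper counts miR-21-5p among the miRs that ZFS lowered in ZF4-SC, and its ratio was 0.5405, just above the threshold. For miR-99b-5p, which it calls severely lower, the ratio was 0.554, and no alternative put either under 0.54. It ranks miR-10b-5p among the 3 most abundant miRs of ZF4-SC-C, where it ranked 7 and miR-10a-5p ranked 3. In Table 3 with ZFS, 7 miRs were under 0.54 in ZF4-SC and 3 in ZL4-SC, 1 fewer and 1 more than the paper counts in its text. The same 3 miRs of ZL4-SC are under 0.54 in the paper's own Table 3.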

Other observations

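Of the tests in this part, the splits for OZ serum against C were chosen after the result was seen. In non-diabetic male stem cells, OZ serum went with more reads of miRs of proliferation and fewer of smooth muscle miRs. Values are of ND-MDSC with ozs against ND-MDSC-C, 1 library each, and effective library sizes move every ratio by 0.18 on the log2 scale. The miR-17/miR-92 family, which promotes the cell cycle, had a median ratio of 1.91 (8 of 8 higher under each scaling; percentile 99.9), with miR-17-5p at 3.85 (3.35 to 4.44). The miR-322/miR-503 cluster, of muscle differentiation, was at 1.84 (8 of 9 higher, and 9 with no rescaling; percentile 99.8), with miR-503-5p at 3.86 and miR-322-5p at 2.81. The adipogenesis list was at 0.444 (4 of 6 lower under each scaling; percentile 0.08), with miR-204-5p at 0.208 (0.191 to 0.227). The miR-143/miR-145 list was at 0.469 (4 of 4 lower, but 3 with no rescaling; percentile 1.68) and the miR-23/miR-27/miR-24 clusters at 0.463 (5 of 5 lower, but 4 with no rescaling; percentile 2.53). miR-7a-5p was at 3.80, miR-143-3p at 0.425 and miR-145-3p at 0.336.

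ED-MDSC with OZ serum held the inflammation list at 0.0747 of untreated cells (6 of 6 lower under each scaling; percentile 0.00), with miR-146b-5p at 0.0741 and miR-146a-5p at 0.0753, and the blood-cell list at 21.96 (7 of 7 higher under each scaling; percentile 99.9). The lipid list was at 3.11 (9 of 10 higher, but 7 on effective library sizes and 8 under the other scalings; percentile 99.2), the Dlk1-Dio3 cluster at 2.96 (7 of 8 higher under each scaling; percentile 97.7) and the fibrosis list at 0.406 (4 of 6 lower, but 6 of 6 under the other scalings; percentile 0.80). CREB-induced miR-132-3p and miR-212-5p were at 0.0407 and 0.0472, and miR-708-5p was at 124.4 (42.05 to 607.2; 244 against 3 reads). With LZ serum, the inflammation list was at 0.0758 (6 of 6 lower; percentile 0.00), the blood-cell list at 6.73 (6 of 6 higher; percentile 99.8) and the fibrosis list at 0.432 (4 of 6 lower; percentile 0.92), the same counts under each scaling, with miR-146a-5p at 0.029 and miR-9a-5p at 21.7. Between OZ and LZ serum, where effective library sizes move every ratio by -0.15 on the log2 scale, the blood-cell list was at 3.32 (7 of 7 higher under each scaling; percentile 99.9) and the Dlk1-Dio3 cluster at 2.71 (9 of 10 higher, but 7 with no rescaling; percentile 99.5). These are single libraries with no test.

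With ZLS, the blood-cell list of ZF4-SC was at 2.59 (5 of 5 higher under each scaling; percentile 99.9), with miR-451-5p at 10.2. In ZL4-SC with ZLS, the miR-221/miR-222 cluster was at 1.60 (4 of 4 higher; percentile 99.96) and let-7 at 1.32 (8 of 8 higher; percentile 98.4), the same counts under each scaling.

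Lists with fewer than 3 measured miRs have no median. For ZF4-SC with ZFS against C, striated muscle had 2 of 8 measured, miR-206-3p at 0.0329 (0.0008 to 0.202; 1 against 24 reads) and miR-499-5p at 0.564 (0.271 to 1.15). Liver had 0 of 2 and hypoxia 0 of 1. The endothelial miR-126a-3p and miR-126a-5p were at 1.17 (1.02 to 1.35) and 0.716 (0.537 to 0.952), and in ZL4-SC at 2.02 and 2.10. Of the epithelial and endocrine list 2 of 7 were measured, miR-200b-3p at 0.608 (0.239 to 1.50) and miR-375-3p at 3.16 (1.61 to 6.78). Of the neuronal list it was 1 of 5, miR-9a-5p at 4.32 (2.47 to 8.07; 82 against 15 reads), and at 0.825 in ZL4-SC. In the miR-29 family, miR-29a-3p and miR-29b-3p were at 0.621 and 0.790 (0.480 to 1.30), and in ZL4-SC at 1.93 and 7.00 (3.31 to 17.0; 54 against 8 reads).

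For OZ serum against C in 4 stem cells, the libraries make 35 splits, of which 3 could not be fitted. The real split had 0 miRs past the edgeR test (18 at an unadjusted p under 0.05; DESeq2 called 4) and the highest of the others had 9. Since no split can have fewer than 0, this says nothing about chance. The split with 9 parts the pairs of ED-MDSC and ZF4-SC, and among the 8 splits that part every pair, as the real one does, the highest other was 0. For LZ serum against C in 3 stem cells, edgeR called 0 of 295 miRs (7 unadjusted) and DESeq2 1, miR-708-3p (11 unadjusted). Without ED-MDSC 3 passed, with miR-222-3p higher and miR-146b-5p and miR-293-5p lower. The 10 splits are too few for a share under 0.05, with 0 in the real split and 95 in the highest other. The latter parts the pair of ED-MDSC alone and points to a structure of the samples, and the highest other that parts every pair had 0. Adjusted over the list alone, the miR-17/miR-92 family gave 1 higher for LZ serum against C, miR-363-3p (log2 fold change 2.38, adjusted p = 0.0376, higher in 3 of 3 stem cells). The miR-221/miR-222 cluster gave 2 higher for OZ against LZ serum, miR-222-3p (1.00, adjusted p = 0.0347, 3 of 3) and miR-222-5p (1.06, 3 of 3). The calls over a list alone were not adjusted over the lists or the tests.

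In the lipid run, edgeR called 0 miRs for palmitate against albumin (33 at an unadjusted p under 0.05) and DESeq2 called 16 (13 higher and 3 lower; 35 unadjusted). The smallest edgeR p was that of miR-222-3p (log2 fold change 2.46, adjusted p = 0.135), higher in 2 of 2 palmitate libraries and the 1 call of the miR-221/miR-222 cluster when adjusted over that list alone (0.00521). Over other lists alone, edgeR called miR-411-5p of the Dlk1-Dio3 cluster (6.24, adjusted p = 0.0153, higher in 2 of 2) and miR-21-5p of the inflammation and fibrosis lists (-1.26, adjusted p = 0.0259, lower in 2 of 2). miR-122-5p, of the liver list, had 8 and 138 reads with palmitate and is listed at 0 in the single albumin library. Albumin has 1 library, assumed to vary like the other groups, and the 2 palmitate libraries differ in dose, so these p rest in part on the spread of other conditions. Here too, p over a list alone was not adjusted over the lists or the tests. For cholesterol against cyclodextrin the calls over a list alone were miR-92a-3p of the miR-17/miR-92 family (1.15, adjusted p = 0.0448, higher in 2 of 2 cholesterol libraries) and miR-411-5p (-3.40, adjusted p = 0.0377, lower in 2 of 2). Albumin against C in ZF4-SC gave 13 miRs at least 2-fold lower and 1 higher of 131, or 3 and 5 on effective library sizes.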
